# The microbial tryptophan metabolite indole acts on the gastrointestinal tract to improve glucose homeostasis in a mouse model of diabetes by enhancing GLP-1 secretion and L cell differentiation

**DOI:** 10.1007/s00125-026-06688-4

**Published:** 2026-03-04

**Authors:** Phyllis Phuah, Mariana Norton, Sijing Cheng, Anna G. Roberts, Daniela Pirri, Leah Meyer, Pei-En Chung, Cecilia Dunsterville, Rafal Karwowski, Brian Y. H. Lam, Emile Otsubo, Sofia Aleksashina, Fiona M. Gribble, Frank Reimann, Aylin C. Hanyaloglu, Giles S. H. Yeo, Gavin A. Bewick, Ben Jones, Bryn Owen, Kevin G. Murphy

**Keywords:** Glucagon-like peptide-1, Glucose homeostasis, Transient receptor potential channel subtype A1

## Abstract

**Aims/hypothesis:**

Growing evidence implicates gut microbiota-derived metabolites in metabolic homeostasis. Indole, a microbial tryptophan metabolite, has been reported to enhance glucagon-like peptide-1 (GLP-1) secretion in vitro, and its derivatives have been inversely associated with risk of type 2 diabetes. We hypothesised that indole acts via the gastrointestinal tract to modulate glucose homeostasis, and tested this hypothesis using in vitro and in vivo models.

**Methods:**

We measured GLP-1 secretion from cultured murine enteroendocrine cells, and evaluated intraperitoneal glucose tolerance and hormone secretion in mice following indole treatment. Subsequently, the impact of indole on intestinal epithelial cell fate and L cell number was examined using murine ileal organoid cultures and in vivo. Finally, we explored the effect of chronic indole administration on metabolic outcomes in a murine model of type 2 diabetes.

**Results:**

Indole stimulated in vitro GLP-1 secretion in a concentration-dependent manner, and improved acute glucose management in vivo. Additionally, we demonstrate that indole drives enteroendocrine L cell differentiation in murine ileal organoids, resulting in increased L cell density and longer-term glucoregulatory benefits in vivo. Finally, sub-chronic indole administration improved glucose tolerance and insulin sensitivity in a diabetic mouse model.

**Conclusions/interpretation:**

Our findings identify indole as a glucose-lowering molecule that acts on the gut, and raise the possibility of incorporating indole into nutraceutical supplements to aid in the treatment or prevention of type 2 diabetes. This study highlights the importance of gut microbiota-derived metabolites in metabolic health and opens new avenues for developing novel strategies to combat type 2 diabetes.

**Data availability:**

RNA sequencing data are available from the Gene Expression Omnibus under accession number GSE306720.

## Abbreviations

AhR: Aryl hydrocarbon receptor
AU: Arbitrary units
EEC: Enteroendocrine cell
GLP-1: Glucagon-like peptide-1
GLP-1R: Glucagon-like peptide-1 receptor
PYY: Peptide YY
TRPA1: Transient receptor potential channel subtype A1
WT: Wild-type

## Introduction

The gastrointestinal tract plays a crucial role in maintaining metabolic and glucose homeostasis. Beyond its role in digestion and absorption, it regulates systemic metabolism and glucose levels through modulation of gut hormone secretion and the gut microbiome [1, 2]. This intricate relationship between the gut, its microbial inhabitants, and host metabolism is essential for health, and has implications for metabolic disorders.

Gut microbial dysbiosis is implicated in the pathophysiology of metabolic disorders such as obesity and type 2 diabetes. Nutrient-derived metabolites are key mediators of host–microbiota crosstalk and hence metabolic homeostasis [3]. An inverse association between plasma concentrations of derivatives of indole, a bacterial catabolite of the essential amino acid L-tryptophan, and type 2 diabetes risk was previously identified [4]. While most dietary tryptophan is absorbed for protein synthesis or used as a substrate for the kynurenine and serotonin pathways, 4–6% is metabolised by colonic bacteria to generate indole and its derivatives. Indole is the most abundantly generated microbial tryptophan catabolite, with concentrations of 0.2–1 mmol/l detected in human and rodent faeces [5]. Locally, indole enhances intestinal epithelial integrity and attenuates inflammation [6, 7]. However, recent studies have also reported that indole modulates gut hormone release [8, 9]. Specifically, indole was found to stimulate secretion of glucagon-like peptide-1 (GLP-1) from GLUTag cells following short exposures in vitro [8, 9]. GLP-1 is an incretin that is secreted by enteroendocrine L cells. Current type 2 diabetes pharmacotherapies include synthetic GLP-1 analogues, although their utility can be limited by side effects. Accordingly, an alternative treatment strategy is to modulate endogenous GLP-1 release using dietary metabolites. We hypothesised that indole modulates glucose homeostasis by modulating GLP-1 signalling. The aims of this study were to: (1) assess the acute effects of indole on GLP-1 secretion and glucose metabolism; (2) examine the impact of indole on the GLP-1 system; and (3) evaluate the metabolic effects of chronic indole treatment.

## Methods

### Animals

All mice used were 8–12 weeks old and free of specific pathogens. They weighed 20–32 g, apart from TALLYHO mice, which weighed 30–40 g. Male C57Bl/6J mice (Charles River) were used unless otherwise stated. Mice on a 129svJ background were bred inhouse. GluCreERT2 mice were generated by F. Gribble and F. Reimann, and crossed with Ai95(RCL-GCaMP6f)-D mice (The Jackson Laboratory, USA; RRID:IMSR_JAX:028865; https://www.jax.org/strain/028865). GLP-1 receptor (GLP-1R *fl/fl*) mice were generated by R. Seeley at the University of Michigan and crossed with Pdx1-Cre/Esr1 mice (The Jackson Laboratory, USA; RRID:IMSR_JAX:024968; https://www.jax.org/strain/024968) to generate Pdx1-CreERT; Glp1r *fl/fl* mice. Tamoxifen (100 mg/kg) was i.p. injected for 4 days to induce beta cell knockout of the GLP-1R. Both male and female GluCreERT2;Ai95-D and Pdx1-Cre;GLP-1R *fl/fl* mice were used. Only male TALLYHO/JnG mice (The Jackson Laboratory, USA; RRID:IMSR_JAX:005314; https://www.jax.org/strain/005314), purchased from the Jackson Laboratory, were used because only the male mice develop characteristics of diabetes, including glucose intolerance and insulin resistance. A total of 388 mice were used. Each experimental group consisted of a minimum of six mice. The numbers of animals/experiments/cells for each study are given in the results and figure legends. Group sizes were determined based on prior studies and on power calculations (where applicable) to ensure adequate statistical power.

The mice were housed in groups in individually ventilated cages containing standard bedding with a 12 h light/dark cycle (lights on at 07:00 hours, lights off at 19:00 hours) with ad libitum access to standard laboratory RM1 chow and water, and cardboard tubes for environmental enrichment. Procedures were carried out during the light cycle. All procedures were carried out according to the UK Animals (Scientific Procedure) Act 1986, and approved by the Imperial College London Animal Welfare and Ethical Review Body. Our study followed ARRIVE reporting guidelines. The manipulations used mice from different groups (randomised by body weight) in a mixed sequence to avoid confounders, and investigators were blinded regarding mouse genotype and treatment.

### Intraperitoneal glucose tolerance test

Glucose tolerance tests were performed on mice after a 5 h fast with ad libitum access to water. After baseline blood glucose measurement, mice were i.p. injected with 20% glucose (2 g/kg). Changes in blood glucose were measured over 120 min using tail-tip venesection and an Accu-Chek glucometer (Roche). Glucose was administered intraperitoneally rather than orally to bypass the gastrointestinal tract, allowing us to study glucose clearance and insulin secretion independently of glucose-stimulated GLP-1 release and any potentially confounding effects on gastric emptying.

To investigate the effect of indole on acute glucose tolerance, indole (20 mg/kg; I3408; Sigma-Aldrich) or vehicle (water) was orally gavaged 15 min before i.p. injection of glucose. This dose of indole was selected based on a previous study showing an effect of indole on reducing mucosal inflammation [10]. Saline (154 mmol/l NaCl) was used as a vehicle control for all i.p. treatments except FICZ treatment (a synthetic aryl hydrocarbon receptor [AhR] agonist), for which 1% DMSO in saline was used.

Due to the rapid but variable progression of diabetes in TALLYHO mice, there was considerable variability in fasting blood glucose levels across individual mice. The raw IPGTT data were therefore normalised to each mouse’s baseline value (*t*_0_) for meaningful comparisons of glucose excursion.

### Food intake study

Tests were performed in the early light phase on individually caged mice after a 16 h fast. Mice received an oral gavage of indole (20 mg/kg) or vehicle (water), following which pre-weighed amounts of RM1 chow were returned to the cages. Changes in food intake were measured over 2 h.

### Intraperitoneal insulin tolerance test

Insulin tolerance tests were performed on mice after a 5 h fast with ad libitum access to water. After baseline blood glucose measurement, mice were injected with insulin at 1 U/kg (Actrapid, Novo Nordisk). Changes in blood glucose were measured over 120 min using tail-tip venesection and an Accu-Chek glucometer.

For studies in TALLYHO mice, raw blood glucose data were normalised to *t*_0_ to account for variability in diabetes progression.

### Static glucose-stimulated insulin secretion assay

Pancreatic islets were isolated from adult C57Bl6/J mice by collagenase digestion (Universal Biologicals, Cambridge, UK) as previously described [11], and maintained at 37°C, 5% CO_2_ in RPMI medium (Sigma-Aldrich) with 10% FBS (Gibco/Thermo Fisher) and 1% penicillin/streptomycin (Gibco/Thermo Fisher) overnight.

Islets were incubated at 37°C for 1 h in HEPES Krebs Ringer bicarbonate buffer (HKRB) (pH 7.4, bubbled with CO_2_) with 1% BSA and 3 mmol/l glucose (i.e. low glucose). Next, the islets were stimulated with HKRB with 11 mmol/l glucose (i.e. high glucose) in the presence or absence of 1 mmol/l indole. Supernatant samples (which contain secreted insulin) and lysed islet samples were separately collected and stored at −20°C until further use. Insulin levels were assayed using a mouse insulin ELISA kit (Cisbio Bioassays, Codolet, France) according to the manufacturer’s instructions.

### Gut hormone secretion assays

All cell and organoid lines were routinely tested for mycoplasma contamination. STC-1 cells were maintained in DMEM (Gibco/Thermo Fisher) with 10% FBS, 1% penicillin/streptomycin at 37°C, 5% CO_2_. Colonic crypts were isolated from 6–8-week-old C57Bl6/J mice as previously described [12, 13] and plated onto 24-well, 2% Matrigel-coated plates. The crypts were cultured in DMEM (with 10% FBS, 1% penicillin/streptomycin and 10 μmol/l Y-27632 [Bio-Techne, Abingdon, UK]) and incubated overnight at 37°C, 5% CO_2_.

Hormone secretion assays were performed using STC-1 cells and primary murine colonic crypt cultures. The cells were treated using test reagents (made up in DMEM) for 2 h at 37°C, 5% CO_2_. Supernatant and lysed cell samples were collected and stored at −20°C. The levels of GLP-1 and peptide YY (PYY) in cell supernatants and lysates and in plasma were measured using previously described sensitive and specific in-house radioimmunoassays [14, 15].

### Ileal organoid cultures

Ileal organoids were derived from the last 6 cm of the ileum of 6–12-week-old C57Bl6/J and PPG-Cre;GCaMP6 mice, as previously described [16]. Dissociated crypts were resuspended in Cultrex Pathclear reduced growth factor basement membrane extract (Bio-Techne, Abingdon, UK) and cultured in Intesticult medium (STEMCELL Technologies, Cambridge, UK) at 37°C with 5% CO_2_, with medium changes every 2–3 days. Organoids were passaged every 5–7 days at ratios of 1:2–1:3 using Gentle Cell Dissociation Reagent (STEMCELL Technologies, Cambridge, UK) and mechanical disruption.

### Organoid imaging experiments

Organoids from PPG-Cre;GCaMP6 mice were seeded onto 96-well black-walled plates. After 3 days, they were treated with 1 μmol/l 4-hydroxytamoxifen for 24 h to induce GCaMP6f expression in L cells. Timelapse recordings were used to assess calcium response following addition of the treatment. Forskolin (10 μmol/l) and ATP (100 μmol/l) were added after 10 min to confirm cell viability. Imaging was performed using a Nikon ECLIPSE Ti2-E widefield microscope, capturing one frame per second.

Images were analysed using ImageJ with a custom macro package (Intensity_2) from Imperial FILM facility. Regions of interest (ROIs) were drawn around cell bodies to measure fluorescence intensity (*f*). Baseline fluorescence was calculated from 10–30 s prior to treatment addition. Fluorescence change was quantified as Δ*F*/*F*_baseline_, with the maximum value calculated over 10 min post-treatment. Cells were then stratified as responders if the maximum Δ*F*/*F*_baseline_ for the treatment was greater than 20% of *F*_max_ − *F*_min_, and as non-responders if not [17].

### Organoid immunostaining

Murine ileal organoids for imaging were plated onto 8-well chamber slides (Thermo Fisher). After treatment, organoids were fixed using 4% paraformaldehyde, permeabilised using 0.1% Triton-X PBS, and blocked using 5% BSA for 1 h at room temperature. Primary antibody incubation was performed overnight at 4°C using mouse anti-GLP-1 antibody (ab23468, 1:500; Abcam; verified by relative expression, reduced mouse ileal GLP-1 detected when GLP-1 mRNA and circulating protein also reduced). Subsequently, the organoids were washed and incubated with the secondary antibody (anti-mouse Alexa Fluor 647-conjugated IgG, 1:1000; Thermo Fisher) for 1 h at room temperature. DAPI was used as a nuclear stain. Images were acquired using a Leica SP5 confocal laser scanning microscope.

### Tissue processing and immunostaining

Immunohistochemistry was performed according to standard protocols. Tissues were fixed overnight in 4% paraformaldehyde at 4°C, and processed into paraffin blocks. After sectioning using a Leitz 1512 microtome, 5 μm sections were deparaffinised, rehydrated and subjected to antigen retrieval by heating to 90°C in 1 mmol/l EDTA pH 8 solution for 30 min. Next, sections were blocked using 3% BSA in PBS-T (Sigma-Aldrich) for 1 h at room temperature. Primary antibody incubation was performed overnight at 4°C using mouse anti-GLP-1 antibody (ab23468, 1:100; Abcam) and anti-Villin 1 (MA5-16408, 1:100; Thermo Fisher; verified by relative expression, high in Caco-2, COLO 205 and HT-29 cells compared with low or negative in Jurkat and PANC-1 cells and high in mouse jejunum compared with low or negative in mouse colon, kidney and liver). Sections were washed with PBS, and incubated with the secondary antibodies (goat anti-mouse Alexa Fluor 555-conjugated and goat anti-rabbit Alexa Fluor 647-conjugated IgG, 1:300; Thermo Fisher) for 3 h at room temperature. DAPI was used to counterstain the nuclei. Ileum sections were imaged using a Zeiss LSM-780 inverted confocal microscope. The number of GLP-1-immunoreactive cells in stained ileum samples was quantified manually using the ‘Cell Counter’ plug-in in ImageJ, and presented as a proportion (expressed in arbitrary units, AU) of the mean number of GLP-1-positive cells to the mean number of villi counted per field of view. The person counting was blinded to treatment.

### RNA isolation for gene expression analysis by qPCR and sequencing

Organoids were cultured and treated as described in the ‘Ileal organoid cultures’ section above, and snap frozen at −80°C. Total RNA was isolated using TRIsure (Bioline/Meridian Bioscience, Cincinnati, OH, USA) –chloroform extraction after homogenisation with TissueLyser II. After cDNA synthesis using a high-capacity cDNA reverse transcription kit (Applied Biosystems) according to the manufacturer’s instructions, qPCR was performed using Maxima Probe Master Mix (Life Technologies) and Taqman PCR core reagents (Applied Biosystems) in a C1000 CFX384 real-time system thermocycler. Data were analysed using the $2^{\Delta \Delta {\text{C}}_{\text{t}}}$ method.

For bulk RNA sequencing, the right liver lobe was dissected from mice and snap frozen at −80°C. Total RNA was purified using the RNeasy Plus Mini kit (Qiagen) according to the manufacturer’s instructions.

### RNA sequencing

Purified total RNA samples were analysed using Nanodrop (*A*_260_/*A*_280_ >1.8, suggesting good RNA purity), and RNA integrity was checked using an Agilent Bioanalyzer RNA 6000 Nano assay (RNA integrity number [RIN] >7). Strand-specific mRNA (polyA) libraries were constructed at Novogene UK, and sequenced using an Illumina NovaSeq 6000 sequencing system with 5.8–7.9 billion bases per sample. Adapters were trimmed using Novogene’s bioinformatics pipeline, and alignments were performed using HISAT2 [18] and mouse genome GRCm38 Ensembl version 102. Uniquely mapped reads were carried forward for gene-level counts and differential gene expression analysis using DESeq2 [19].

### Pathway analysis

The dataset was submitted for Ingenuity Pathway Analysis (http://www.ingenuity.com/). A core analysis was conducted using a cut-off *p* value of <0.05, which reduced the analysis-ready dataset to 716 genes. Stringent filters (Benjamini–Hochberg *p*<0.05, *z* score >2) were applied to detect enriched canonical pathways. For upstream regulator analysis, a *z* score cut-off of >2 and a *p* value for overlap of <0.05 was used.

### Statistical analysis

Data were analysed using GraphPad Prism version 9.0, and are expressed as means ± SD. An unpaired, two tailed Student’s *t* test was used for two-group comparisons. One-way ANOVA with Tukey’s post hoc test was used for single independent variable experiments with more than two groups. Two-way ANOVA with Tukey’s post hoc test was used for analyses with two independent variables. Significance was set at *p*<0.05.

## Results

### Indole improves acute glucose tolerance by potentiating GLP-1 secretion via TRPA1

An oral indole pre-load significantly improved acute intraperitoneal glucose tolerance (vehicle: 20.4±1.8 mmol/l; indole: 17.1±2.1 mmol/l at *t*_15_; *n*=8–10, *p*<0.001) (Fig. 1a), but an i.p. indole pre-load did not (Fig. 1b), suggesting that the effects of indole are mediated via the gut, potentially by modulating gut hormones. Furthermore, other tryptophan metabolites did not have similar effects on glucose tolerance. Administration of the major tryptophan metabolite kynurenic acid via oral gavage or i.p. injection, at doses that have previously been shown to affect inflammasome activation in colitis [20], did not affect glucose tolerance (Fig. 1c, d). Although previous studies have reported that chronic indole suppresses food intake [21, 22], we did not identify any acute effects of indole on food intake or insulin sensitivity in lean mice (Fig. 1e, f).

Given previous reports that indole modulates gut hormone secretion in vitro [8, 9], we hypothesised that the acute glucoregulatory effects of indole were mediated via enhanced GLP-1 secretion. We found that increasing concentrations of indole stimulated GLP-1 release from the enteroendocrine STC-1 cell line (10 mmol/l: 2.93±0.43-fold change vs vehicle; *n*=3–8, *p*<0.001) (Fig. 2a) and murine colonic L cell cultures (3 mmol/l: 5.76±1.70; 10 mmol/l: 7.07±1.73-fold change vs vehicle; *n*=3–7, *p*<0.001) (Fig. 2b). Live cell imaging on transgenic organoids generated from PPG-Cre;GCaMP6 murine ileal crypts, in which L cells express the fluorescent Ca^2+^ indicator GCaMP6f (Fig. 2c), showed that indole induced a rapid and reversible dose-dependent elevation of intracellular Ca^2+^, with 10 mmol/l indole increasing the maximum fluorescence intensity by 1.86±1.14-fold (*n*=15–90, *p*<0.001) and also increasing the percentage of responsive L cells (Fig. 2d–f). Correspondingly, oral administration of indole in mice significantly increased plasma total GLP-1 levels after 15 min (vehicle: 23.30±8.10 pmol/l; indole: 36.45±5.73 pmol/l; *n*=5–6, *p*<0.05) (Fig. 2g). Together, these results extend previous in vitro findings showing that indole stimulates GLP-1 release [8, 9]. Furthermore, following oral indole administration in mice, insulin secretion (vehicle: 217.9±64.5 pmol/l; indole: 312.0±67.7 pmol/l at *t*_15_; *n*=7–9, *p*<0.05) increased in parallel with the improvement in glucose tolerance (vehicle: 21.8±2.4 mmol/l; indole: 18.0±2.2 mmol/l at *t*_15_; *n*=7–9, *p*<0.001) (Fig. 2h). However, indole did not potentiate insulin secretion from murine islets in vitro (Fig. 2i), suggesting that it does not directly modulate pancreatic hormone secretion. The acute glucose-lowering effects of oral indole administration were dependent on GLP-1 signalling, as these effects were significantly attenuated by pre-treatment with the GLP-1 receptor antagonist exendin (9–39) (glucose iAUC: vehicle + indole: 299.3±73.82 mmol/l × 120 min; exendin (9–39) + indole: 517.5±170.5 mmol/l × 120 min; *n*=12–14, *p*<0.001) (Fig. 2j). Additionally, there was no longer a beneficial effect of indole on glucose tolerance in Pdx1-CreERT;Glp1r *fl/fl* transgenic mice, in which GLP-1 receptor expression is inducibly knocked down in Pdx1-expressing pancreatic beta cells (Fig. 2k, l). Together, these data suggest that the acute glucoregulatory effects of indole are mediated by increased GLP-1 release driving insulin secretion.

Although 10 mmol/l indole increased the release of PYY, which is co-expressed with GLP-1 in L cells [23], from murine colonic crypt cultures by 5.26±3.94 fold (*n*=7, *p*<0.01) (Fig. 3a), plasma PYY levels were unchanged 15 min after oral indole administration in mice (Fig. 3b). This is in accordance with the lack of effect of indole on food intake in vivo (Fig. 1e), and suggests that any effect on PYY release in vivo was probably short-lived. It may also reflect the relatively low density of PYY-expressing cells in the proximal small intestine.

Indole and its derivatives can modulate intestinal homeostasis and immune functions via the AhR [5], while impaired AhR ligand production has been associated with an increased risk of developing metabolic syndrome [24]. Given that many AhR antagonists have partial agonist actions, and exhibit different efficacies depending on the specific ligand being blocked and the tissue that the receptor is expressed in, we investigated whether AhR agonism plays a role in glucoregulation. However, at concentrations and doses previously shown to stimulate hormone secretion and reduce obesity-induced hyperglycaemia [24], the synthetic AhR agonist FICZ did not stimulate GLP-1 secretion from STC-1 cells (Fig. 3c), nor did it modify glucose tolerance in C57Bl6/J mice (Fig. 3d). This suggests that the AhR is not involved in the acute effects of indole on glucoregulation and GLP-1 secretion, perhaps unsurprisingly given that indole is a relatively weak agonist of the mouse AhR [25].

The excitatory calcium-permeable cation channel transient receptor potential channel subtype A1 (TRPA1) is widely expressed in enteroendocrine cells (EECs), and has been implicated in gut microbial EEC activation in zebrafish, as well as in indole-mediated serotonin secretion from human and murine primary intestinal cultures [9]. TRPA1 activation has also previously been linked to GLP-1 secretion from murine L cells in vitro [26]. We found that indole-induced GLP-1 release from STC-1 cells (Fig. 3e) and murine primary colonic crypt cultures (Fig. 3f) was attenuated in the presence of the TRPA1 inhibitor HC030031, while pre-treatment of PPG-Cre;GCaMP6 organoids with HC030031 blocked indole-stimulated L cell activation (Fig. 3g, h). Additionally, TRPA1 inhibition in mice using the TRPA1 inhibitor A-967079 also blocked indole-mediated improvements in glucose tolerance (glucose iAUC: vehicle + indole: 462.0±108.2 mmol/l × 120 min; A-967079 + indole: 586.9±126.3 mmol/l × 120 min; *n*=12, *p*<0.05) (Fig. 3i). When PPG-Cre;GCaMP6 organoids were imaged in Ca^2+^-free buffer, indole-stimulated Ca^2+^ mobilisation was blocked, reflecting the need for extracellular Ca^2+^ influx for indole to activate L cells (Fig. 3j, k), in accordance with the action of TRPA1.

The indole precursor molecule L-tryptophan can also stimulate GLP-1 release, an effect that is thought to be mediated in part via the Ca^2+^-sensing receptor [27]. While L-tryptophan-induced Ca^2+^ mobilisation in L cells was expectedly attenuated by the Ca^2+^-sensing receptor antagonist NPS-2143, it was unmodified by the TRPA1 inhibitor HC030031 (Fig. 3l, m). Together, these data suggest that the TRPA1 ion channel mediates indole-stimulated GLP-1 secretion and glucose management via a process distinct from that which mediates tryptophan-induced GLP-1 secretion.

### A single bolus of indole improves long-term glucose tolerance by augmenting enteroendocrine differentiation and hence L cell numbers

Specific GLP-1 secretagogues can enhance L cell differentiation [28]. Furthermore, the tryptophan derivative indole-3-acetate has also been shown to modify intestinal lineage differentiation [29]. Having established the acute effects of indole on glucoregulation and GLP-1 secretion, we investigated whether indole mediated longer-term effects on the GLP-1 system. Wild-type (WT) murine ileal organoids were exposed to a 3 h treatment pulse of various concentrations of indole (Fig. 4a) and multiple treatment lengths for 100 µmol/l indole (Fig. 4b), and the effect on expression of *Gcg*, which encodes GLP-1, was determined 2 days later. We subsequently repeated the 3 h treatment pulse study using only the most effective concentration of indole, 100 µmol/l (Fig. 4c). We found a 1.24±0.36-fold (*n*=7, *p*<0.01) upregulation in mRNA expression of *Gcg* in indole-treated organoids, in addition to elevated transcript levels for *Pyy* and *Gip* (Fig. 4d). Indole treatment also increased mRNA expression of the transcription factors *NeuroD1* and *Neurog3* (also known as *Ngn3*), which are associated with L cell endocrine specification (Fig. 4e), indicating enhanced development of enteroen-docrine secretory progenitors. Expression of the enteroendocrine differentiation factor genes *Pax4* and *Pax6* was also increased but not significantly (Fig. 4e). In line with the upregulated *Gcg* mRNA expression, addition of 100 µmol/l indole to organoid culture medium for 3 h increased L cell number 1.55-fold (vehicle: 1.14±0.53%; indole: 1.78±0.49%; *n*=27–30, *p*<0.001) (Fig. 4f–h). Thus, a short indole treatment exposure can augment the L cell population in mouse intestinal organoids.

We next investigated whether the effects of indole on epithelial cell fate translated into metabolic benefits in vivo. Prior to a single oral bolus of indole treatment intervention, both groups of C57Bl6/J mice were similarly glucose-tolerant (Fig. 5a). As expected, mice showed improved glucose tolerance after acute oral indole administration (Fig. 5b). This improved glucose tolerance was sustained, with a reduced peak in blood glucose levels following an i.p. bolus of glucose 3 days after oral indole administration (Fig. 5c), despite the half-life of indole previously being reported to be less than 8 h [21]. This effect of indole on glucose tolerance was lost by 7 days post-administration (Fig. 5d). Next, we observed that, while i.p. indole administration (which does not affect GLP-1 secretion) did not modify acute glucoregulation (Fig. 5e), indole-treated mice displayed improved glucose tolerance 3 days post i.p. administration (Fig. 5f). These data suggest that the effect of indole on long-term glucose tolerance is mediated via a mechanism that is distinct from that mediating the acute stimulation of GLP-1 release. However, in Pdx1-CreERT;Glp1r *fl/fl* mice, these effects on glucose tolerance 3 days after oral indole administration were lost (Fig. 5g), suggesting that the mechanism for these longer effects on glucose tolerance is also dependent on GLP-1 receptor signalling. These findings suggest that indole improves acute and long-term glucose tolerance via two distinct mechanisms, but that both involve GLP-1 signalling in pancreatic beta cells.

The intestinal epithelium undergoes rapid renewal, regenerating every 3–5 days. Given that the improvement in glucose tolerance observed in indole-treated mice was lost after approximately a week, and in line with the in vitro findings, we hypothesised that a single dose of indole would increase differentiation of GLP-1 secreting L cells to improve glycaemic control. Ileum samples collected 3 days later from C57Bl6/J mice that received a single oral indole dose showed an increase in L cell density (vehicle: 0.53±0.11 AU; indole: 1.05±0.46 AU; *n*=5, *p*<0.05) (Fig. 5h–j).

Taken together, these data suggest that indole modulates EEC fate specification and increases L cell abundance, improving glucose homeostasis in mice. These findings position indole as a potential glucose-lowering therapy.

### Sub-chronic indole administration improves glucose tolerance and insulin sensitivity in WT and diabetic mice

To further investigate the therapeutic utility of indole in type 2 diabetes treatment, we next studied the effects of sub-chronic indole administration in WT and a type 2 diabetes mouse model (Fig. 6a). WT C57Bl6/J mice that received sub-chronic indole administration showed reduced fasting blood glucose levels (vehicle: 7.9±1.1 mmol/l; indole: 6.8±0.7 mmol/l; *n*=5, *p*<0.05) (Fig. 6b), in addition to improvements in intraperitoneal glucose tolerance (vehicle: 19.2±3.2 mmol/l; indole: 16.4±2.3 mmol/l at *t*_15_; *n*=8–10, *p*<0.05) and oral glucose tolerance (Fig. 6c, d); a modest increase in insulin sensitivity was also noted (Fig. 6e). Furthermore, these effects were independent of any changes in body weight (Fig. 6f). Mice given sub-chronic indole treatment also demonstrated a trend towards elevated basal circulating GLP-1 levels and higher *Gcg* expression in the ileum, although these changes did not reach statistical significance (Fig. 6g, h). These data are in line with findings that chronic indole supplementation in mice reduced high-fat diet-associated systemic insulin resistance and glucose intolerance, although this is the first study to report metabolic improvements after a relatively short treatment intervention and in WT mice. Given these metabolic benefits of indole, and the preservation of GLP-1’s insulinotropic effect in type 2 diabetes, the same sub-chronic indole treatment protocol was repeated in TALLYHO/JnG mice, a polygenic type 2 diabetes mouse model that exhibits hyperglycaemia and insulin resistance, reflecting the multifactorial nature of human type 2 diabetes [30]. Indole-treated TALLYHO/JnG mice showed improved glucose tolerance (Fig. 6i), and, interestingly, an improvement in insulin sensitivity (net glucose iAUC: vehicle 464.2±249.2 mmol/l × 120 min; indole 795.6±114.6 mmol/l × 120 min; *n*=7, *p*<0.01) (Fig. 6j), demonstrating the potential translatability of indole’s metabolic effects to a disease state. 

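Liver RNA from 14 TALLYHO mice, a polygenic mouse model of type 2 diabetes, was sequenced as strand-specific mRNA libraries. Of these mice, 7 had received vehicle (water) and 7 had received 20 mg/kg indole by oral gavage, as 2 doses per day on 7 consecutive days and 2 more doses between the metabolic tests that followed. The right liver lobe was collected on day 11. The authors aligned the reads with HISAT2 to GRCm38, kept uniquely mapped reads and deposited the number counted on each gene, without normalisation. Between 15390922 and 21060376 reads per mouse were counted on genes in the vehicle group (median 18117524) and between 15197498 and 18464326 in the indole group (median 17740715). The paper states the depth in sequenced bases, and the values here use the reads counted on genes. Reads were counted on 16587 to 17551 genes per vehicle-treated mouse and on 16517 to 17901 per indole-treated mouse. No 2 libraries of a group differed by as little as sampling noise would give, the lowest chi-square per degree of freedom between 2 libraries being 15.7. The labels give no batch and no pairing between mice.

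The counts were compared between the groups with edgeR's quasi-likelihood test after TMM normalisation. This test covered the 12653 genes with enough reads for edgeR's expression filter, out of 55487 genes in the table. Adjusted *p* values are Benjamini–Hochberg values over those genes. DESeq2, the test that the authors used, was run with its default settings on the 22535 genes with a read in any mouse. With groups of 7 these settings replace a count that lies far from the rest of its group with a trimmed mean before testing, a step that edgeR does not take. In simulated counts with these library sizes, where 200 of 12653 genes were changed by 1 on the log2 scale, edgeR recovered 151 of the changed genes at an adjusted *p* below 0.05 and called 8 unchanged genes. Each gene was simulated independently of the others, without shifts shared by many genes of a mouse.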

To further investigate this insulin sensitivity phenotype, we profiled whole-liver transcriptomes from indole- and vehicle-treated TALLYHO mice. 

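In indole-treated TALLYHO mice, 482 of the 12653 genes tested with edgeR had an unadjusted *p* below 0.05, which is 3.81% of them. Of these genes, 194 were higher and 288 were lower than in vehicle-treated mice. None had an adjusted *p* below 0.05, and the smallest adjusted *p* was 0.998. DESeq2 with its default settings gave 719 genes with an unadjusted *p* below 0.05 among 22535 genes, or 3.19%, with 315 higher and 404 lower. None of these had an adjusted *p* below 0.05 either, with a smallest adjusted *p* of 0.0718. Over the alternatives, 1 gene at most had an adjusted *p* below 0.05. Both tests called 464 of these genes, and 186 of the DESeq2 calls had too few reads for the edgeR filter. The alternative that moved the count most was edgeR without a filter on low counts, which gave 1336 genes.

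The gene with the smallest *p* in both tests was *Cyp2c29* (ENSMUSG00000003053), a cytochrome P450 gene on chromosome 19 of GRCm38 from 39269405 to 39330713. Its level was 1872±185 CPM (SD, *n*=7) in the vehicle group and 2487±298.3 CPM (SD, *n*=7) in the indole group, a log2 fold change of 0.41 (standard error 0.0878, adjusted *p*=0.998 from edgeR). All 7 indole-treated mice lay above every vehicle-treated mouse (exact permutation test on log2 CPM, two-sided *p*=0.000583, the smallest that 7 mice against 7 allow). *Cyp2c29* had the smallest *p* of all genes tested in these same libraries, so this permutation test is not independent evidence. Only uniquely mapped reads were kept, so reads that *Cyp2c29* shares with closely related *Cyp2c* genes can be lost or misplaced.

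The hexokinase gene *Hk3* (ENSMUSG00000025877) lies on chromosome 13 from 55005985 to 55021385 and had few reads, between 9 and 25 per vehicle-treated mouse and between 3 and 137 per indole-treated mouse. Its level was 0.854±0.257 CPM (SD, *n*=7) in the vehicle group and 2.21±3.15 CPM (SD, *n*=7) in the indole group. The log2 fold change was 1.34 (standard error 0.652, adjusted *p*=0.998 from edgeR), with an unadjusted *p* of 0.0586 from edgeR and 0.0371 from DESeq2. The 137 reads came from indole-treated mouse G8. Without that mouse the log2 fold change was 0.30 (standard error 0.385), with an unadjusted *p* of 0.446. Of the 7 indole-treated mice, 5 lay above the vehicle median. The difference in mean log2 CPM was 0.50, and relabelling the mice often gave 1 at least as large (exact permutation test, two-sided *p*=0.477). Transcripts of the glycolysis enzymes did not differ as a list, with a median log2 fold change of 0.03 over 25 genes, of which 18 were higher and 7 lower (camera, adjusted *p*=0.877). That list leaned lower in place of higher with 1 surrogate variable as a covariate (adjusted *p*=0.79, range over the alternatives 0.343 to 0.985).

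**Figure D1:**
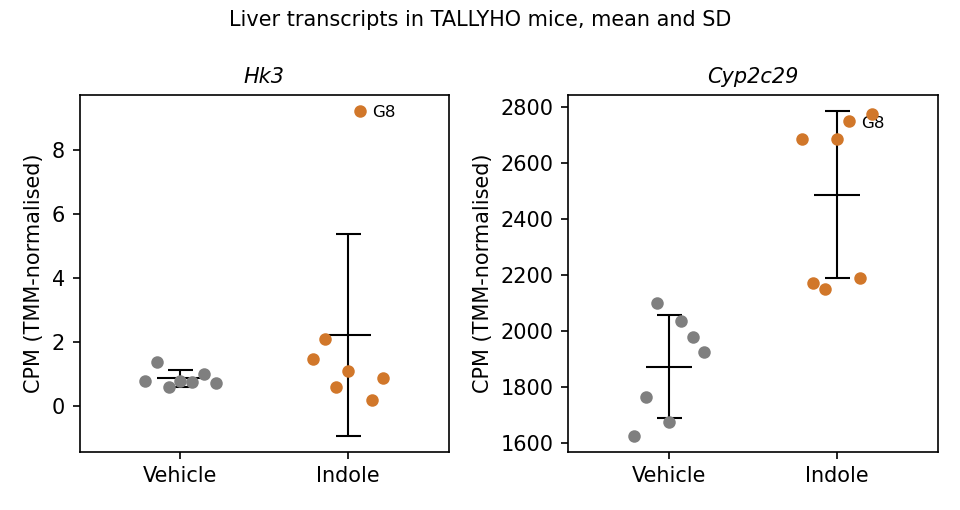
Levels of *Hk3* and *Cyp2c29* in liver, in TMM-normalised CPM, for each of 7 vehicle-treated and 7 indole-treated mice (points), with the group mean and SD (bars). For *Hk3*, mouse G8 lies at 9.22 CPM and the SD of the indole group is larger than its mean. For *Cyp2c29* the groups do not overlap.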

A total of 719 differentially expressed genes (unadjusted *p*<0.05) were found (Fig. 6k), including upregulation of *Hk3*, which encodes the rate-limiting enzyme of many glucose metabolism pathways, representing a possible mechanism by which indole improves hepatic insulin sensitivity. 

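The genes drawn around the IL-6 receptor in Fig. 6l number 9, and 8 of them had enough reads for the edgeR test. One of the 8, *Serpina3n*, was assumed to be the mouse counterpart of the SERPINA3 that the figure draws. All 8 were lower in indole-treated mice, with log2 fold changes from −2.82 to −0.24, and 5 had an unadjusted *p* below 0.05. Adjusted over the list alone, 0 had an adjusted *p* below 0.05, as did 0 after adjustment over all genes tested. As a list they were lower (camera, adjusted *p*=1.62e-06 over 22 lists), and this call held under fry (adjusted *p*=0.0441) and with the correlation between genes estimated (adjusted *p*=0.0372). It was the only one of the 22 lists for which that was so. The study chose these genes from the same libraries, so this is not independent evidence.

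The IL-6 receptor gene *Il6ra* (ENSMUSG00000027947, chromosome 3 from 89864059 to 89913196) was at 51.7±7.37 CPM (SD, *n*=7) in the vehicle group and 43.75±8.70 CPM (SD, *n*=7) in the indole group. Its log2 fold change was −0.24 (standard error 0.114, adjusted *p*=0.998 from edgeR). *Stat3* had a log2 fold change of −0.32 (standard error 0.141) and *Socs3*, a feedback inhibitor that IL-6 induces, one of −1.25 (standard error 0.412), each with an adjusted *p* of 0.998 from edgeR. Leaving out each mouse in turn moved *Socs3* between −1.51 and −0.85, the latter without vehicle-treated mouse G13. *Stat3* moved between −0.38 and −0.21, the latter also without G13. *Il6ra* moved between −0.33 and −0.18, the latter without vehicle-treated mouse G4. The highest unadjusted *p* from edgeR in these fits was 0.0197 for *Socs3*, 0.0898 for *Stat3* and 0.128 for *Il6ra*.

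The acute-phase gene *Saa1* (ENSMUSG00000074115, chromosome 7 from 46740497 to 46742980) showed a log2 fold change of −2.82 (standard error 1.05, adjusted *p*=0.998 from edgeR). Its median was 87.2 CPM in the vehicle group and 44.6 CPM in the indole group. Vehicle-treated mice G11 and G13 lay at 2050 and 479.9 CPM, above all indole-treated mice, and without G11 the log2 fold change was −1.17. Relabelling the mice often gave a difference in mean log2 CPM at least as large (exact permutation test, two-sided *p*=0.237). Reads that *Saa1* shares with its near-identical neighbour *Saa2* can likewise be lost or misplaced. *Saa2* fell alike, with a log2 fold change of −3.09 (standard error 1.11), or −1.23 without G11.

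A list of 55 hepatic acute-phase and IL-6 response genes was written before the data were examined. Of these, 45 were tested once the genes that the study names were left out, and 36 of the 45 were lower in indole-treated mice, with a median log2 fold change of −0.15. Unadjusted, 2 had a *p* below 0.05, and 0 passed when adjusted over the list alone or over all genes. The list was lower by camera (adjusted *p*=0.000235), but neither fry (adjusted *p*=0.476) nor camera with an estimated correlation (adjusted *p*=0.351) gave an adjusted *p* below 0.05. Without vehicle-treated mouse G11, the adjusted *p* from camera was 0.0241, and over the alternatives it ranged from 4e-08 to 0.476. Its score, the mean *z* score of log2 CPM, was 0.191±0.431 (SD, *n*=7) in the vehicle group and −0.191±0.429 (SD, *n*=7) in the indole group (exact permutation test, two-sided *p*=0.128).

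**Figure D2:**
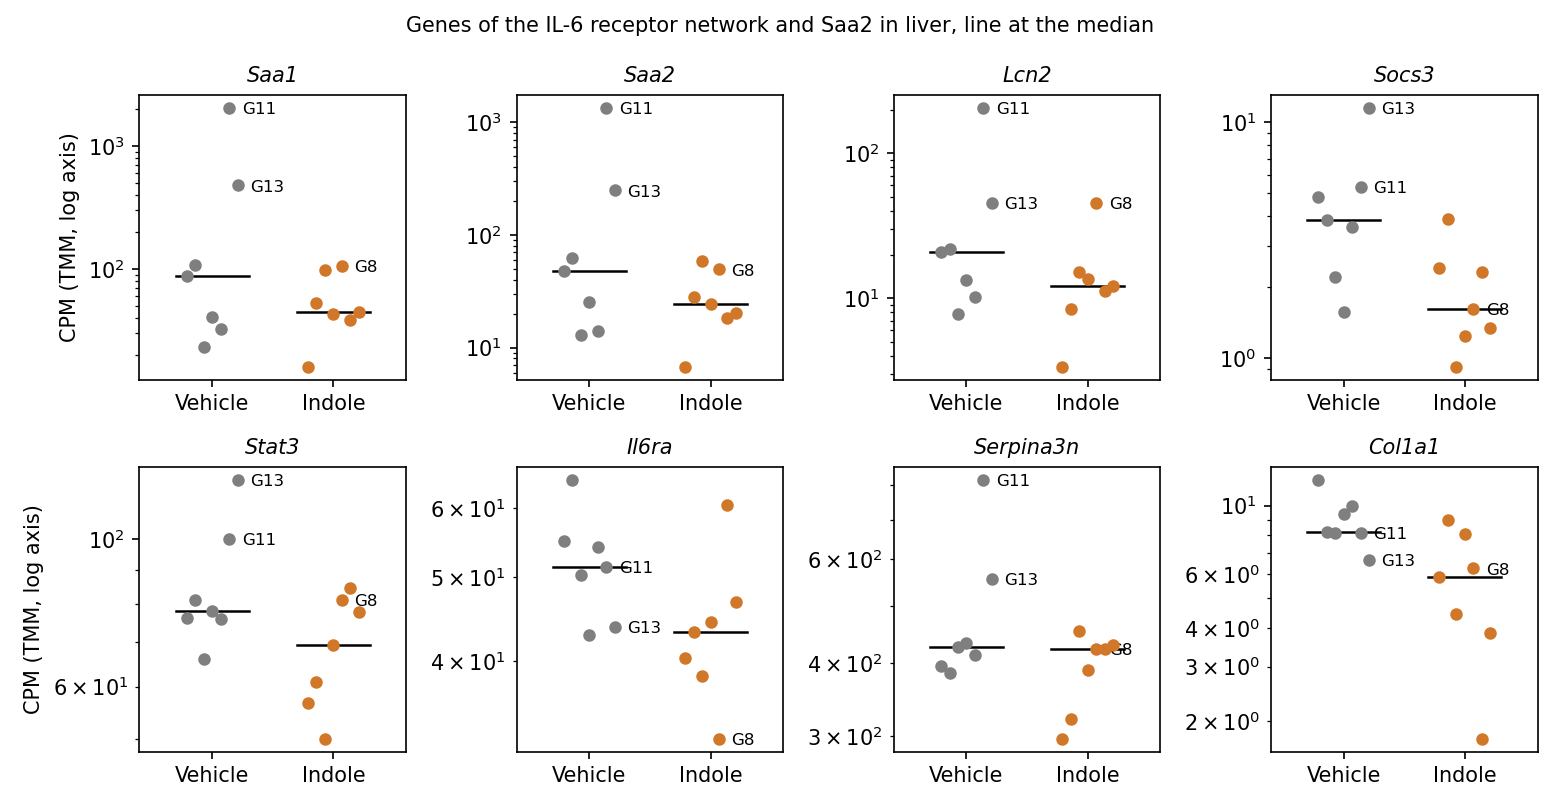
Levels of 7 genes of the IL-6 receptor network and of *Saa2* in liver, in TMM-normalised CPM on a log axis, for each of 7 vehicle-treated and 7 indole-treated mice (points), with the group median (line). Mice G8, G11 and G13 are named, and G11 and G13 are the 2 highest vehicle-treated mice for *Saa1*, *Saa2*, *Lcn2*, *Socs3* and *Stat3*.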

Ingenuity Pathway Analysis further revealed that indole induces mild transcriptional alterations in liver metabolism; specifically, an inhibition of IL-6 cytokine signalling (Fig. 6l–n). 

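Interferon response genes were compared as 2 lists. The interferon gamma list did not differ between the groups (camera, adjusted *p*=0.957, 35 genes, median log2 fold change 0.20, 27 higher and 8 lower), and its direction by camera flipped with RLE scaling (adjusted *p*=0.953). Nor did the interferon alpha list differ (adjusted *p*=0.723, 37 genes, median log2 fold change 0.00). Unadjusted, 0 genes of either list had a *p* below 0.05. Without indole-treated mouse G8, 33 of the 35 interferon gamma genes and 35 of the 37 interferon alpha genes were lower in indole-treated mice, with median log2 fold changes of −0.257 and −0.364. Their adjusted *p* from camera was then 1.25e-09 and 1.49e-07. Over the alternatives it ranged up to 0.994 and 0.983. Camera gave a *p* below 0.05 for these lists in 84 and 61 of 100 splits of all 14 mice into 7 and 7, so its *p* cannot be taken at face value for them. Splits without G8 were not made. Without vehicle-treated mouse G11, the interferon alpha list leaned higher instead (adjusted *p*=0.0736).

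The interferon-induced GTPase gene *Iigp1* (ENSMUSG00000054072, chromosome 18 from 60376027 to 60392634) was at 960.2 CPM in mouse G8. Its median was 183.5 CPM in the vehicle group and 139.8 CPM in the indole group, and 5 of the 7 indole-treated mice lay below every vehicle-treated mouse. Its log2 fold change was 0.42 by edgeR (standard error 0.503, adjusted *p*=0.998) and −0.45 by DESeq2 with default settings (standard error 0.110), which replaced the count of mouse G8. *Irgm2*, *Tgtp1* and *Gbp10* changed sign between the tests in the same way, from 0.26, 1.79 and 0.75 by edgeR to −0.57, −1.66 and −1.17 by DESeq2. *Tgtp1* has a near-identical copy, and *Iigp1* and *Gbp10* have close relatives. Reads shared with these genes can be lost or misplaced. With DESeq2 set not to replace counts, an alternative chosen after seeing the data, the 4 log2 fold changes were 0.43, 0.27, 1.84 and 0.79.

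Markers of Kupffer cells and macrophages did not differ as a list (camera, adjusted *p*=0.0852, 21 genes, 20 higher and 1 lower, median log2 fold change 0.20), and leaned lower without mouse G8 (adjusted *p*=0.252). The list passed as higher in each of the fits without G1 (0.0222), G2 (0.0222), G9 (0.0491), G11 (0.0134), G12 (0.00513) or G13 (0.048), while the highest adjusted *p* over the alternatives was 0.92.

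**Figure D3:**
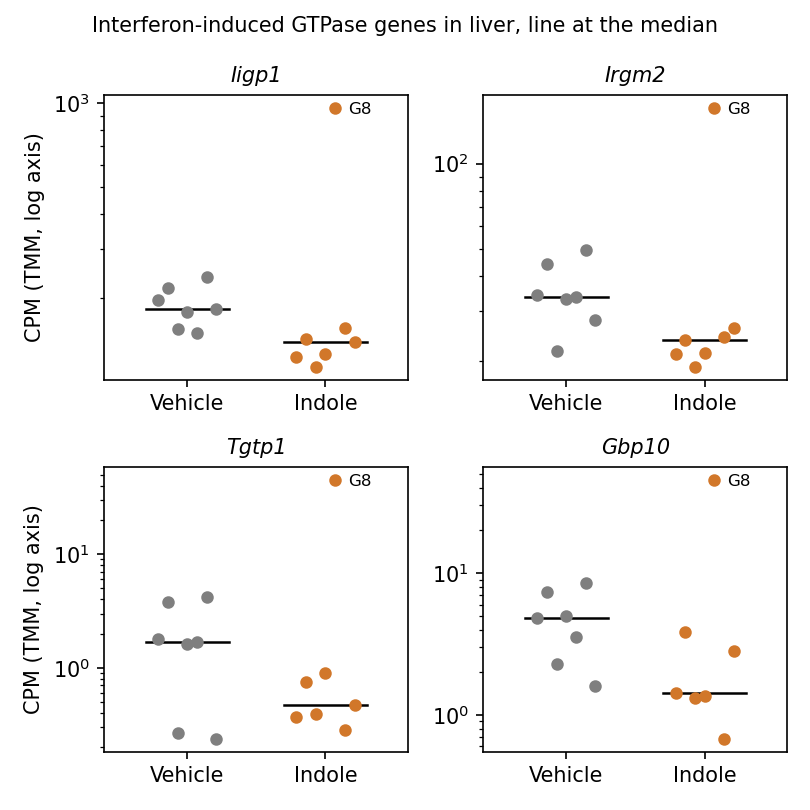
Levels of 4 interferon-induced GTPase genes in liver, in TMM-normalised CPM on a log axis, for each of 7 vehicle-treated and 7 indole-treated mice (points), with the group median (line). Mouse G8 lies above all other mice for each gene, while the median of the indole group lies below that of the vehicle group.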

The anti-inflammatory effects of indole in the liver could potentially also enhance insulin sensitivity, consistent with work showing that indole and related compounds exert hepatoprotective effects in metabolic dysfunction-associated steatotic liver disease (previously known as non-alcoholic fatty liver disease) by reducing the production of proinflammatory mediators [21, 31, 32]. Furthermore, modulation of cell–cell and tight-junction assembly pathways was observed, in line with previous reports of indole’s role in maintaining epithelial barrier function (Fig. 6n) [6, 7].

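Lists of junction genes written before the data were examined were compared in the same libraries. Of 52 adherens junction genes tested, 33 were lower and 19 higher in indole-treated mice, with log2 fold changes from −0.36 to 0.25 and a median of −0.02. The list did not pass the threshold (camera, adjusted *p*=0.124), but it did without indole-treated mouse G8 (adjusted *p*=0.0115) and with 1 surrogate variable as a covariate (adjusted *p*=0.0347). Over the alternatives its adjusted *p* ranged from 0.0115 to 0.771. Unadjusted, 3 of its genes had a *p* below 0.05. The E-cadherin gene *Cdh1* had a log2 fold change of −0.36 (standard error 0.146), *Wasl* one of −0.13 (standard error 0.0615) and *Tuba1c* one of 0.25 (standard error 0.105), each with an adjusted *p* of 0.998 from edgeR.

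Of 35 tight junction genes tested, 21 were lower and 14 higher, with a median log2 fold change of −0.02 (camera, adjusted *p*=0.359). Unadjusted, 4 had a *p* below 0.05, of which *Marveld2* (log2 fold change −0.38) and *Cldn15* (−1.097) were lower and *Cldn5* (0.48) and *Jam2* (0.46) higher. In neither list did any gene pass when adjusted over the list alone or over all genes.

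From the change in *Hk3* and from the lower activity that Ingenuity Pathway Analysis predicted for IL-6 signalling, the paper proposes that indole may improve the response of the liver to insulin through glucose metabolism and through reduced inflammation. The pathway scores of Fig. 6m and Fig. 6n come from that software and were not computed here.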

## Discussion

We have shown that the bacterial tryptophan metabolite indole can act on the gastrointestinal tract to modify GLP-1 secretion from enteroendocrine L cells using several models. The acute stimulatory effect appears to involve the TRPA1 ion channel, but not the AhR, potentially by modulating extracellular Ca^2+^ flux. However, as TRPA1 inhibition of indole-induced GLP-1 release was incomplete in STC-1 cells and colonic crypt cultures, it is possible that other Ca^2+^-dependent pathways also contribute to GLP-1 release, highlighting the complexity of the underlying mechanisms. Importantly, we also demonstrate that the enhanced GLP-1 secretion and hence insulin secretion in response to indole translate into improved acute glucoregulation in vivo. Interestingly, indole seemed to acutely worsen glucose tolerance in vivo when GLP-1R signalling was blocked, suggesting that the beneficial effects of indole are primarily GLP-1-dependent and may mask underlying harmful effects.

A previous study identified time-dependent, biphasic effects of indole on GLP-1 release, with suppression observed following prolonged exposure [8]. Our studies partly align with these findings: short-term exposure triggers rapid Ca^2+^ responses, but our secretion assays primarily used a 2 h incubation window, which partly overlaps with the ‘prolonged exposure’ in the previous study. Nonetheless, we note that treatment periods of longer than 2 h or high-dose indole treatment reduced *Gcg* mRNA expression in ileal organoids, suggesting that transient, pulse-like exposure to specific concentrations of indole may more effectively promote glucose management than sustained administration of high doses. Differences in the models and gut regions investigated may explain the different timelines for downregulation in our study and the previous study [8], highlighting the need for more comprehensive time course studies across various in vitro models and in vivo.

Furthermore, our work represents the first organoid study to investigate the effects of indole in the modification of EEC specification. Interestingly, indole can increase neurogenesis in the adult mouse hippocampus [29], and the transcriptional pathways implicated in gut endocrine specification and neuronal differentiation share some commonalities [33, 34]. Nonetheless, future studies are required to elucidate indole’s effects on various intestinal cell types, as well as its transcriptional targets and regulatory pathways. Remarkably, we also found that the glucose-lowering benefits conferred by indole persisted for several days following administration, most likely due to an increase in L cell abundance. Although we were unable to directly quantify GLP-1 secretion at later timepoints, it would be helpful to determine whether the glucose tolerance improves or wanes concurrently with increases and decreases in L cell density and circulating GLP-1 levels, and whether more extended treatment with indole promotes longer-term changes in EEC populations.

Interestingly, sub-chronic indole treatment improved insulin sensitivity in both healthy mice and diabetic mice models, with the most pronounced effect being observed in the TALLYHO/JnG model of type 2 diabetes. In this diabetic context, transcriptomic analysis of liver tissue suggested that indole’s actions may involve suppression of inflammatory pathways, aligning with its recognised anti-inflammatory properties [21, 31, 32]. However, as transcriptomic changes could be secondary to enhanced insulin sensitivity, the exact contribution of these pathways to indole’s metabolic benefits warrants further investigation. Although there was a trend for indole to elevate *Gcg* expression and basal GLP-1 levels in healthy mice, these changes were not statistically significant, and additional work is required to determine whether sub-chronic indole administration promotes L cell development or sustained hormone release.

In conclusion, our work has identified indole as a novel signalling molecule for the potential treatment of diabetes, providing further insight into its role in glucose management and L cell differentiation. Further work is required to determine whether this pathway is conserved in humans, but our findings raise the novel possibility of incorporating indole into nutraceutical supplements to treat and/or prevent glucose intolerance associated with type 2 diabetes.

## Figures and Tables

**Fig. 1:**
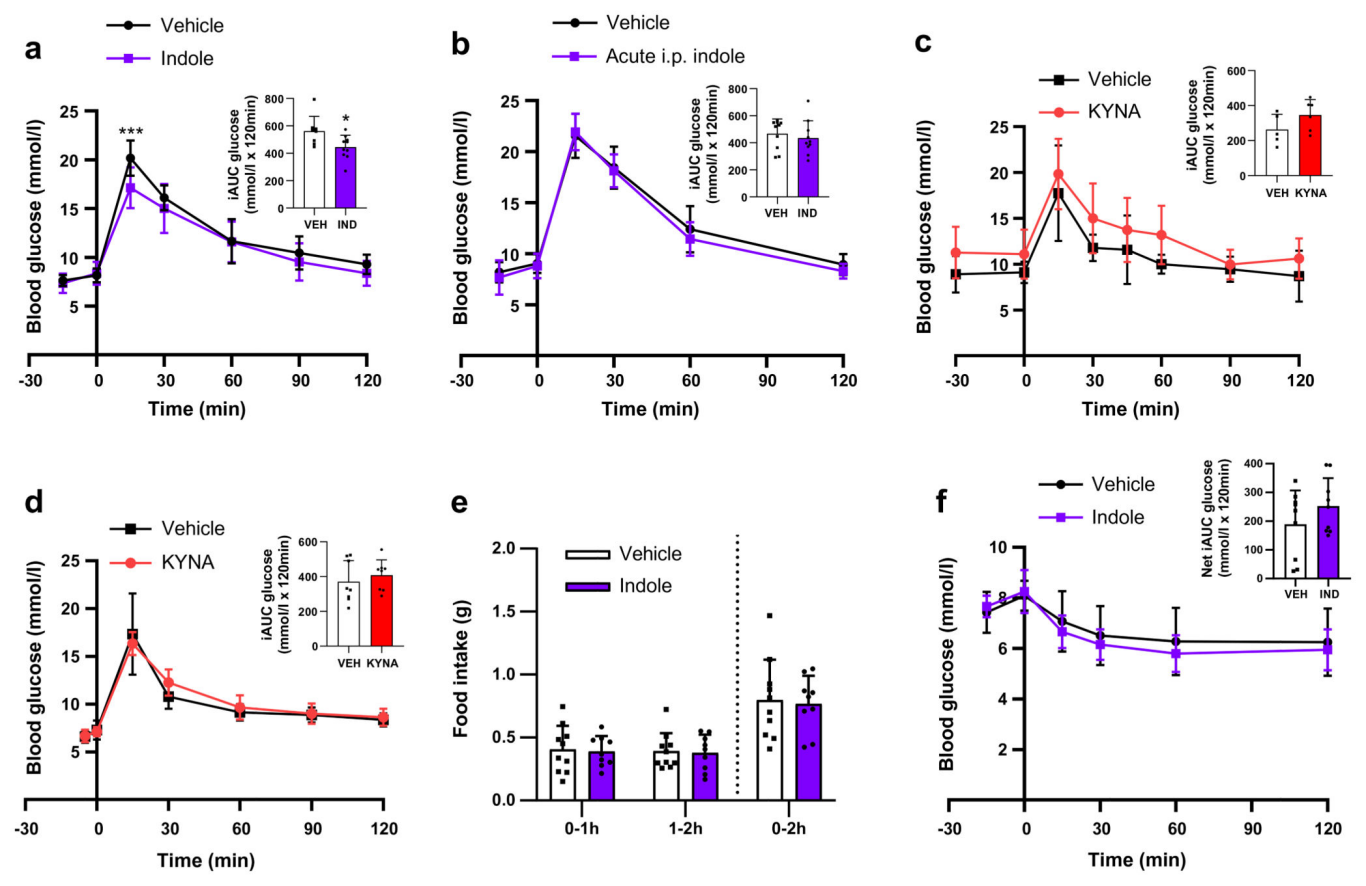
Oral indole improves acute glucose tolerance in mice. (**a**) Blood glucose excursion during an IPGTT after a 5 h fast in lean C57BL6/J mice orally gavaged with indole (20 mg/kg) or water vehicle 15 min prior to glucose load (2 g/kg). *n*=8–10 per group. (**b**) Blood glucose excursion during IPGTT in C57BL6/J mice that received an i.p. injection of either indole (20 mg/kg) or saline vehicle 15 min prior to glucose load. *n*=10 per group. (**c**) Blood glucose excursion during IPGTT in C57BL6/J mice that received an oral gavage of either 10 mg/kg kynurenic acid or water vehicle 30 min prior to glucose load. *n*=7 per group. (**d**) Blood glucose excursion during IPGTT in C57BL6/J mice that received an i.p. injection of either 5 mg/kg kynurenic acid or saline vehicle 5 min prior to glucose load. *n*=8 per group. (**e**) Effect of indole (20 mg/kg) oral gavage or water vehicle on food intake in overnight fasted male mice at the onset of the early light phase for 0–2 h post-administration. *n*=9–10 per group. (**f**) Blood glucose excursion during an IPITT after a 5 h fast in lean C57BL6/J mice that received an oral gavage of 20 mg/kg indole or water vehicle 15 min prior to insulin injection (1 U/kg). *n*=8–9 per group. Insets in (**a**–**d**) and (**f**) present the incremental AUC (iAUC) relative to *t*_0_. Data in the main graphs were analysed by two-way ANOVA with Tukey’s post hoc test. Data in the insets were analysed using Student’s *t* test. Values are means, and error bars represent SD. *p<0.05, ***p<0.001. IND, indole; KYNA, kynurenic acid; VEH, vehicle

**Fig. 2:**
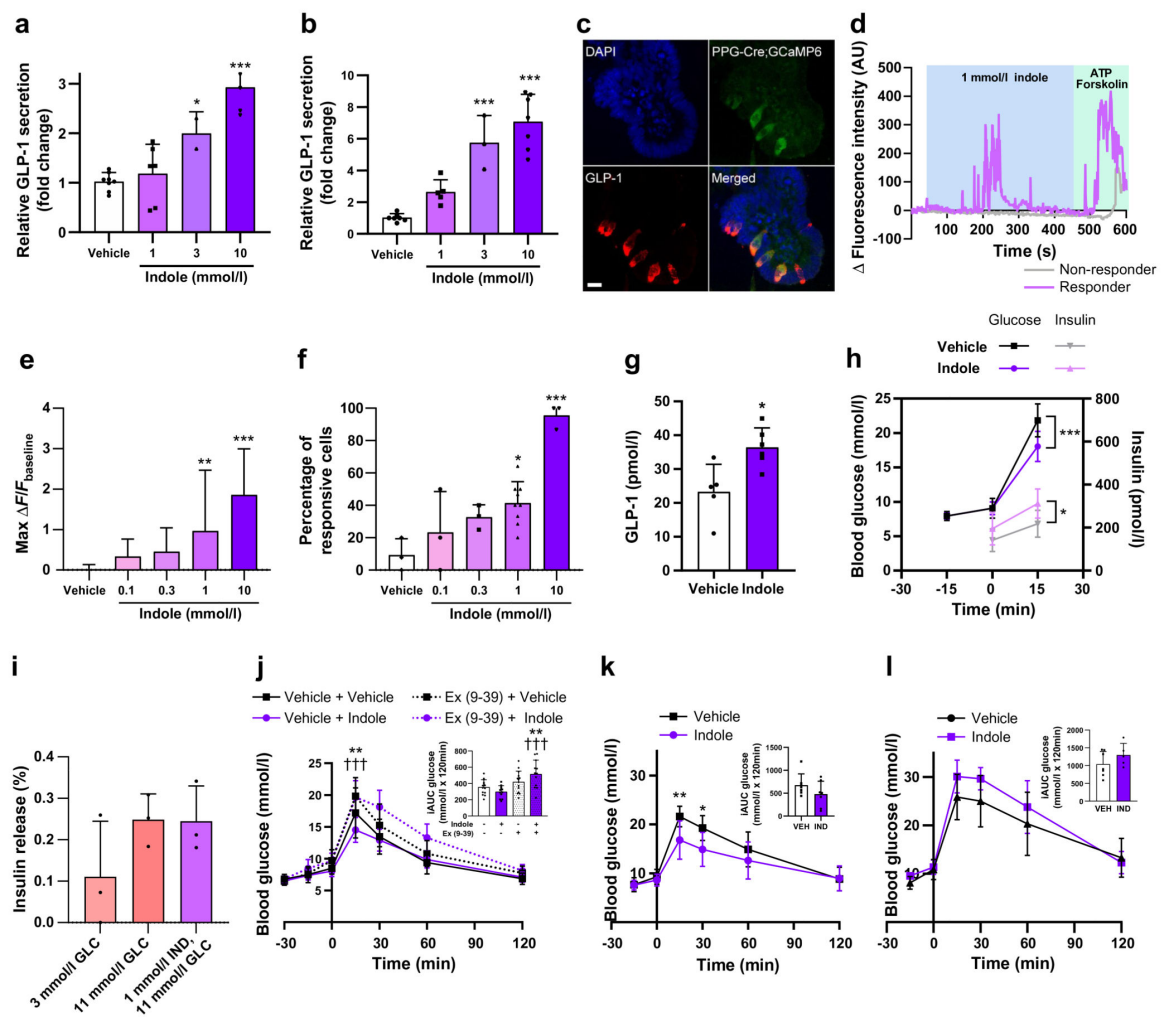
Indole potentiates GLP-1 secretion to improve glucose tolerance. (**a, b**) Effect of indole (1–10 mmol/l) on GLP-1 secretion from (**a**) STC-1 cells and (**b**) primary murine colonic crypts, following a 2 h incubation. *n*=3–8 independent plates. (**c**) GLP-1 immunostaining of PPG-Cre;GCaMP6 murine ileal organoids treated with 4-hydroxytamoxifen to induce the expression of GCaMP6 in L cells. Scale bar, 10 μm. (**d**) Representative temporal traces of changes in Ca^2+^ concentration in individual L cells following 1 mmol/l indole treatment of PPG-Cre;GCaMP6 murine ileal organoids, expressed as Δ fluorescence intensity. ATP and forskolin were applied at the end of each imaging session as a positive control. (**e**) Effect of indole (0.1–10 mmol/l) on the magnitude of the L cell calcium response. (**f**) Proportion of L cells showing a calcium response after treatment with 0.1–10 mmol/l indole. *n*=3–12 independent experiments. For each experiment, the percentage was calculated based on 19–90 cells from 7–33 organoids. (**g**) Effect of an oral gavage of indole (20 mg/kg) or water vehicle on plasma GLP-1 concentration 15 min after administration in C57Bl6/J mice following a 5 h fast. *n*=5–6 per group. (**h**) C57Bl/6 mice were pre-treated with an oral gavage of indole (20 mg/kg) or water vehicle 15 min prior to i.p. glucose injection (2 g/kg). Blood glucose levels were measured at *t*_−15_, *t*_0_ and *t*_15_. Plasma insulin levels were measured at *t*_0_ and *t*_15_. *n*=8–9 per group. (**i**) Effect of 1 mmol/l indole in the presence of high glucose (11 mmol/l) on insulin secretion from dispersed murine pancreatic islets, following 1 h static incubation for *n*=3 independent experiments. (**j**) Blood glucose excursion during an IPGTT in C57BL6/J mice that received an i.p. injection of the GLP-1 receptor antagonist exendin (9–39) or saline vehicle 30 min prior to glucose load, and an oral gavage of indole (20 mg/kg) or water vehicle 15 min prior to glucose load. *n*=12–14 per group. (**k, l**) Pdx1-CreERT; Glp1r *fl/fl* mice were treated with tamoxifen (100 mg/kg for five consecutive days) to induce knock-down of GLP-1R in Pdx1-expressing beta cells. Blood glucose excursion during IPGTT (**k**) before and (**l**) after tamoxifen treatment. Indole (20 mg/kg) or water vehicle was administered via oral gavage 15 min prior to an i.p. glucose bolus (2 g/kg). *n*=5–6 per group. The insets in (**j**–**l**) present iAUC relative to *t*_0_. Data in (**a**), (**b**), (**e**), (**f**) and (**i**) were analysed by one-way ANOVA with Tukey’s post hoc test. Data in (**h**) and the main graphs in (**j**–**l**) were analysed by two-way ANOVA with Tukey’s post hoc test. Data in (**g**) and the insets for (**j**–**l**) were analysed using Student’s *t* test. Values are means, and error bars represent SD. *p<0.05, **p<0.01, ***p<0.001 for vehicle + vehicle vs vehicle + indole; †††*p*<0.001 for vehicle + indole vs exendin (9–39) + indole. Ex (9–39), exendin (9–39); GLC, glucose; IND, indole; VEH, vehicle

**Fig. 3:**
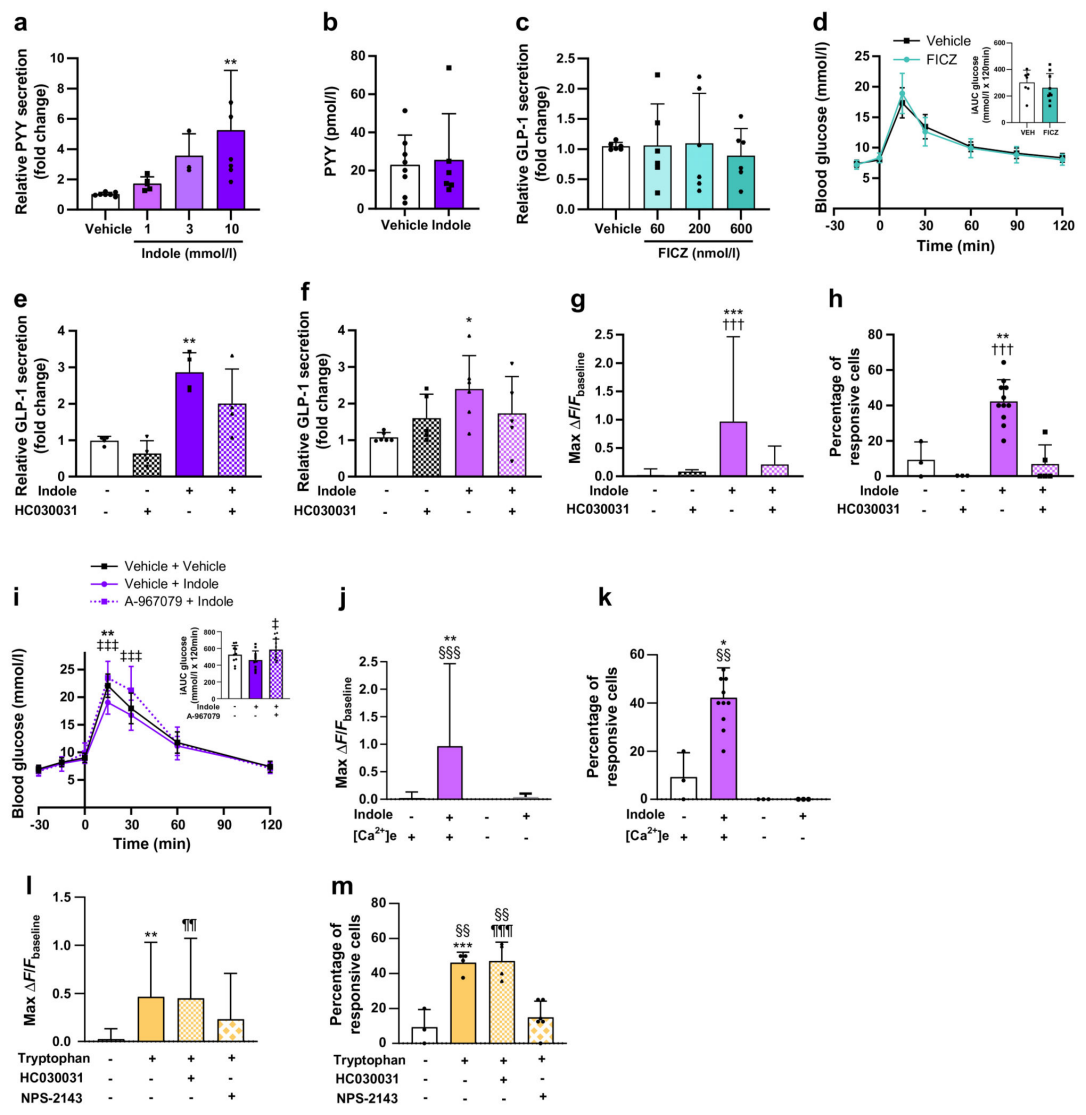
Indole modulates GLP-1 secretion via TRPA1 activity. (**a**) Effect of indole (1–10 mmol/l) on PYY secretion from primary murine colonic crypts, following a 2 h incubation. *n*=3–8 independent plates. (**b**) Effect of an oral gavage of indole (20 mg/kg) or water vehicle on plasma PYY concentrations 15 min after administration in C57Bl6/J mice following a 5 h fast. (**c**) Effect of FICZ (60, 200 or 600 nmol/l) on GLP-1 secretion from STC-1 cells following a 2 h incubation. *n*=6 independent plates. (**d**) Blood glucose excursion during IPGTT in C57BL6/J mice that received an oral gavage of either FICZ (1 µg) or 1% DMSO vehicle 15 min prior to glucose load. *n*=8–10 per group. (**e, f**) Effect of indole in the presence or absence of the TRPA1 antagonist HC030031 on GLP-1 release from (**e**) STC-1 cells and (**f**) primary murine colonic crypts following a 2 h incubation. *n*=4–7 independent plates. (**g**) Effects of 1 mmol/l indole in the presence or absence of HC030031 on the L cell calcium response of PPG-Cre;GCaMP6 organoids. (**h**) Proportion of L cells showing calcium mobilisation following 1 mmol/l indole treatment in the presence or absence of 100 μmol/l HC030031; *n*=3–12 independent experiments. For each experiment, the percentage was calculated based on 11–90 cells from 5–33 organoids. (**i**) Blood glucose excursion during an IPGTT in C57BL6/J mice that received an i.p. injection of the TRPA1 inhibitor A-967079 (100 mg/kg) or 6% DMSO, 4% Tween-20 in saline vehicle 30 min prior to glucose load, and an oral gavage of indole (20 mg/kg) or water vehicle 15 min prior to glucose load. *n*=10–12 per group. (**j**) Effects of 1 mmol/l indole in the presence or absence of extracellular Ca^2+^ in imaging buffer on the L cell calcium response of PPG-Cre;GCaMP6 organoids. (**k**) Proportion of L cells showing calcium mobilisation following 1 mmol/l indole treatment in the presence or absence of extracellular Ca^2+^ in imaging buffer; *n*=3–12 independent experiments. For each experiment, the percentage was calculated based on 16–78 cells from 6–30 organoids. (**l**) Effects of 30 mmol/l tryptophan in the presence or absence of 100 μmol/l HC030031 or NPS2143 on the L cell calcium response of PPG-Cre;GCaMP6 organoids. *n*=25–39 cells from 8–13 organoids. (**m**) Proportion of L cells showing calcium mobilisation following 30 mmol/l tryptophan treatment in the presence or absence of 100 μmol/l HC030031 or NPS2143. The insets in (**d**) and (**i**) represent iAUC relative to *t*_0_. Data in (**a**), (**d**–**h**) and (**j**–**m**) were analysed by one-way ANOVA with Tukey’s post hoc test. Data in the main graphs in (**d**) and (**i**) were analysed by two-way ANOVA with Tukey’s post hoc test. Data in (**b**) and the insets for (**d**) and (**i**) were analysed by Student’s *t* test. Values are means, and error bars represent SD. *p<0.05, **p<0.01, ***p<0.001 vs vehicle in (**a**), vs vehicle without indole or HC030031 in (**e–h**), vehicle + vehicle vs vehicle + indole in (**i**), vs vehicle without indole but with [Ca^2+^]_e_ in (**j, k**), and vs vehicle without tryptophan, HC030031 or NPS-2143 in (**I, m**); ^†††^*p*<0.001 vs HC030031 + indole; ^‡^ *p*<0.05, ^‡‡‡^*p*<0.001 for vehicle + indole vs A-967079 + indole; ^§§^*p*<0.01_,_^§§§^*p*<0.001 vs indole + no [Ca^2+^]_e_ in (**j, k**) and vs tryptophan + NPS-2143 in (**m**); ^¶¶^*p*<0.01, ^¶¶¶^*p*<0.001 vs vehicle without tryptophan, HC030031 or NPS-2143. [Ca^2+^]_e_, extracellular Ca^2+^

**Fig. 4:**
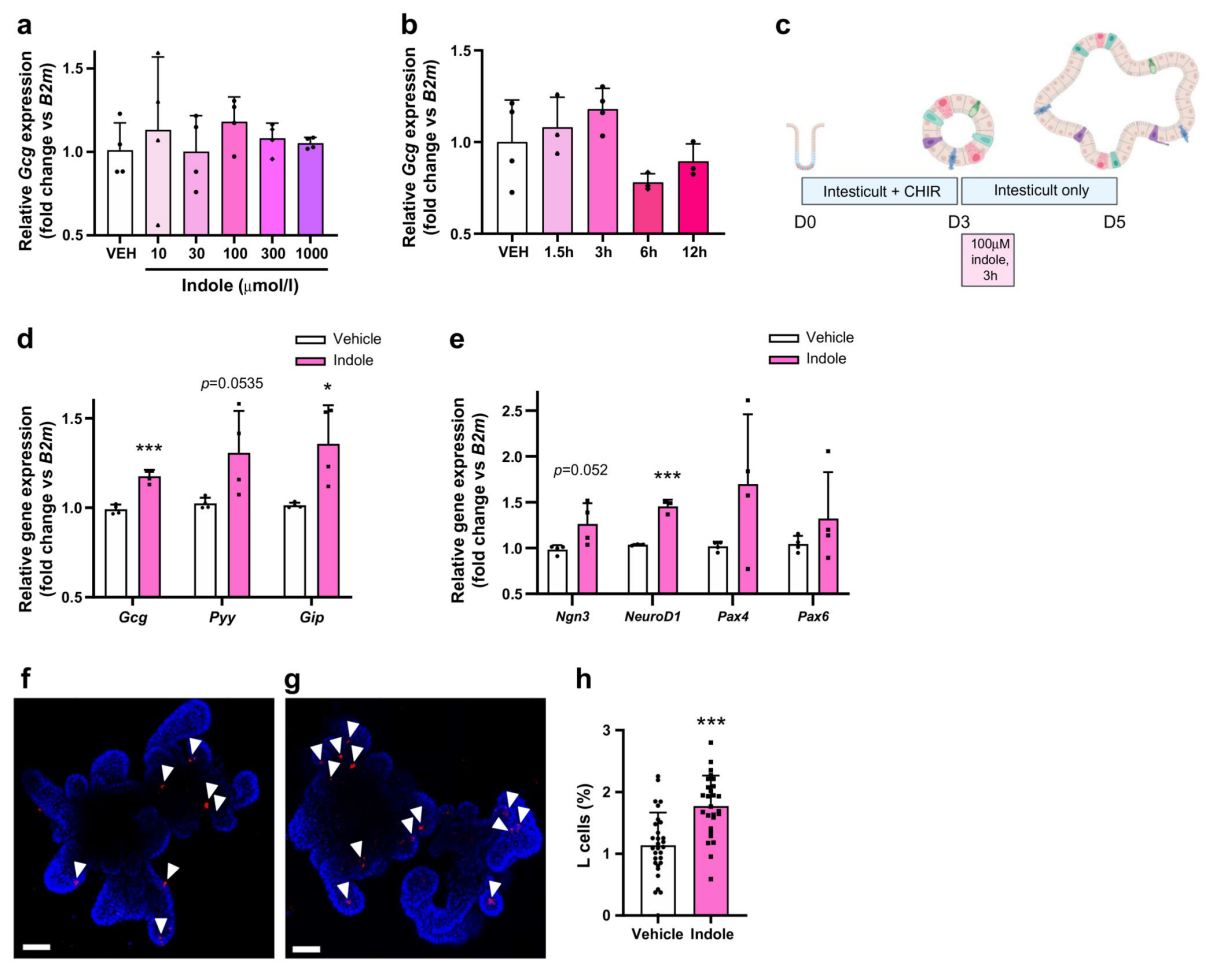
Indole modulates enteroendocrine differentiation to increase L cell abundance in intestinal organoids. (**a**) Effect of 3 h indole (10–1000 μmol/l) treatment on expression of *Gcg*, which encodes the gut hormone GLP-1, in murine intestinal organoids. (**b**) Effect of 100 μmol/l indole treatment for 1.5–12 h on expression of *Gcg* in murine intestinal organoids. (**c**) Experimental paradigm for treatment of WT murine ileal organoids. Organoids were incubated with 100 μmol/l indole or vehicle control for 3 h and collected 2 days later. Created with Biorender.com. (**d**) Expression of the gut hormone genes *Gcg, Pyy* and *Gip* in murine intestinal organoids cultured with indole or vehicle. *n*=4 independent experiments. (**e**) Expression of the genes *Ngn3, NeuroD1, Pax4* and *Pax6*, encoding transcription factors directing L cell development, in murine intestinal organoids cultured with indole or vehicle. *n*=4 independent experiments. (**f, g**) Representative images of GLP-1 immunostaining (red) in organoids treated with (**f**) vehicle control or (**g**) 100 μmol/l indole. Nuclei are labelled using DAPI (blue). White arrowheads indicate individual GLP-1 immunoreactive L cells. Scale bar, 50 µm. (**h**) L cell numbers in control organoids and organoids treated with indole. *n*=27–30 organoids. Data in (**a**) and (**b**) were analysed by one-way ANOVA with Tukey’s post hoc test. Data in (**d**), (**e**) and (**h**) were analysed using Student’s *t* test. Values are means, and error bars represent SD. *p<0.05, ***p<0.001 vs vehicle; borderline significant *p* values shown are vs vehicle. CHIR, GSK-3 inhibitor CHIR99021

**Fig. 5:**
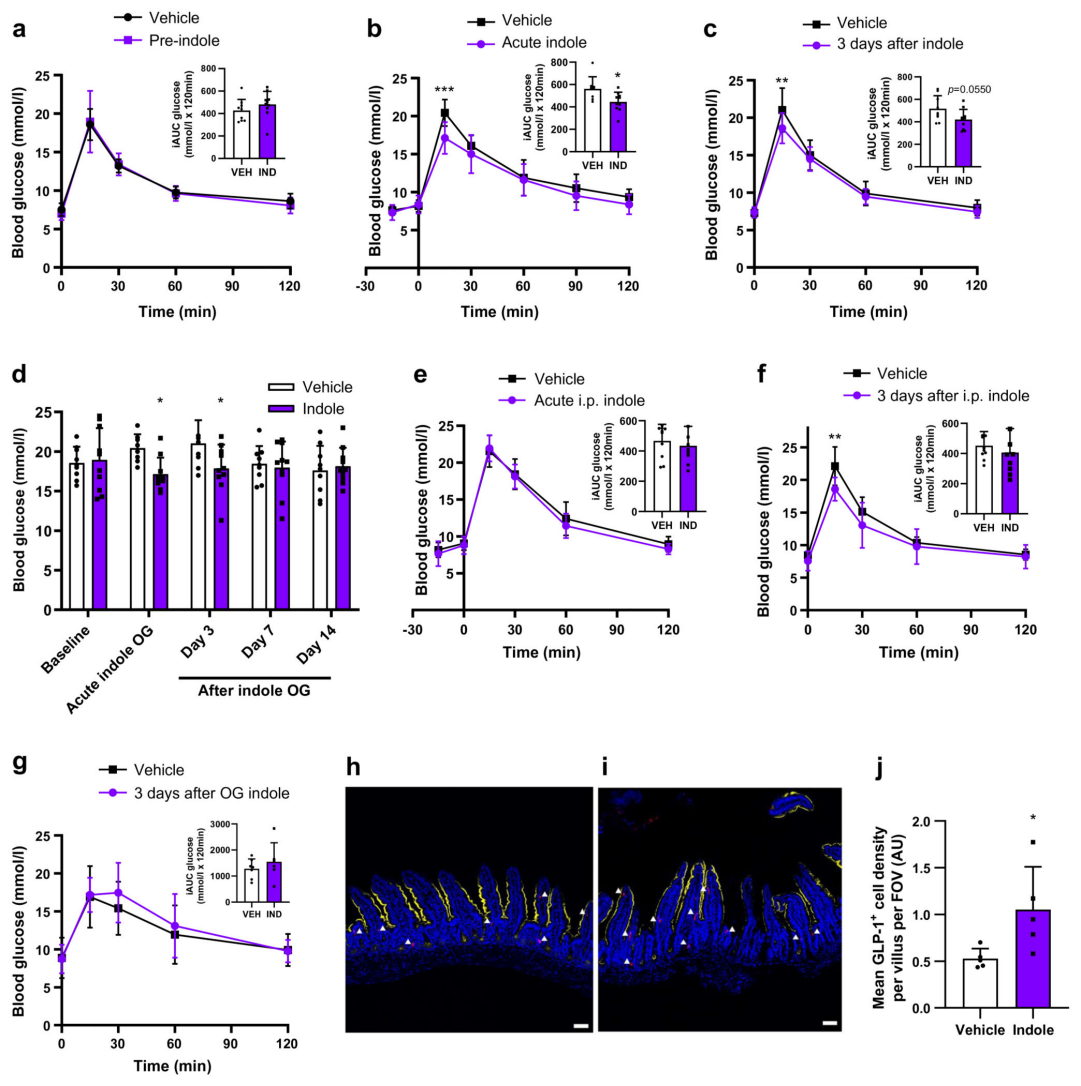
Indole increases L cell abundance to improve long-term glucose tolerance in vivo. (**a**) Blood glucose excursion during an IPGTT in C57BL6/J mice at baseline (prior to treatment intervention). *n*=8–10 per group. (**b**) Blood glucose excursion during an IPGTT in C57BL6/J mice orally gavaged with 20 mg/kg indole or water vehicle 15 min prior to glucose load (2 g/kg). *n*=8–10 per group. (**c**) Blood glucose excursion during an IPGTT in C57BL6/J mice 3 days after a single oral bolus of indole. *n*=8–10 per group. (**d**) Blood glucose levels 15 min after an i.p. glucose bolus (2 g/kg), measured prior to indole administration, on the day of indole administration, and 3, 7 and 14 days after indole administration. *n*=8–10 per group. (**e**) Blood glucose excursion during an IPGTT in C57BL6/J mice that received an i.p. injection of 20 mg/kg indole or saline vehicle 15 min prior to glucose load (2 g/kg). *n*=8–10 per group. (**f**) Blood glucose excursion during an IPGTT in C57BL6/J mice 3 days after a single i.p. bolus of indole. (**g**) Blood glucose excursion during an IPGTT in Pdx1-CreERT;Glp1r *fl/fl* mice 3 days after a single oral indole administration. *n*=6–7 per group. (**h, i**) Mice were orally gavaged with 20 mg/kg indole or water vehicle and culled 3 days later. Representative images of ileal sections from (**h**) vehicle-treated and (**i**) indole-treated mice following GLP-1 immunostaining (red). Epithelial cells were stained using anti-Villin 1 (yellow). Nuclei are labelled using DAPI (blue). White arrowheads indicate individual GLP-1 immunoreactive L cells. Scale bar, 50 µm. (**j**) Mean density of GLP-1 immunoreactive L cells in the ileum of vehicle- and indole-treated mice. *n*=5 per group. The insets in (**a**–**c**) and (**e**–**g**) represent iAUC relative to *t*_0_. Data in the main graphs in (**a**–**c**) and (**e**–**g**) were analysed by two-way ANOVA with Tukey’s post hoc test. Data in the insets to (**a**–**c**) and (**e**–**g**) and in (**j**) were analysed using Student’s *t* test. Data in (**d**) were analysed by Student’s *t* test corrected for multiple comparisons. Values are means, and error bars represent SD. *p<0.05, **p<0.01, ***p<0.001 vs vehicle. FOV, field of view; IND, indole; OG, oral gavage; VEH, vehicle

**Fig. 6:**
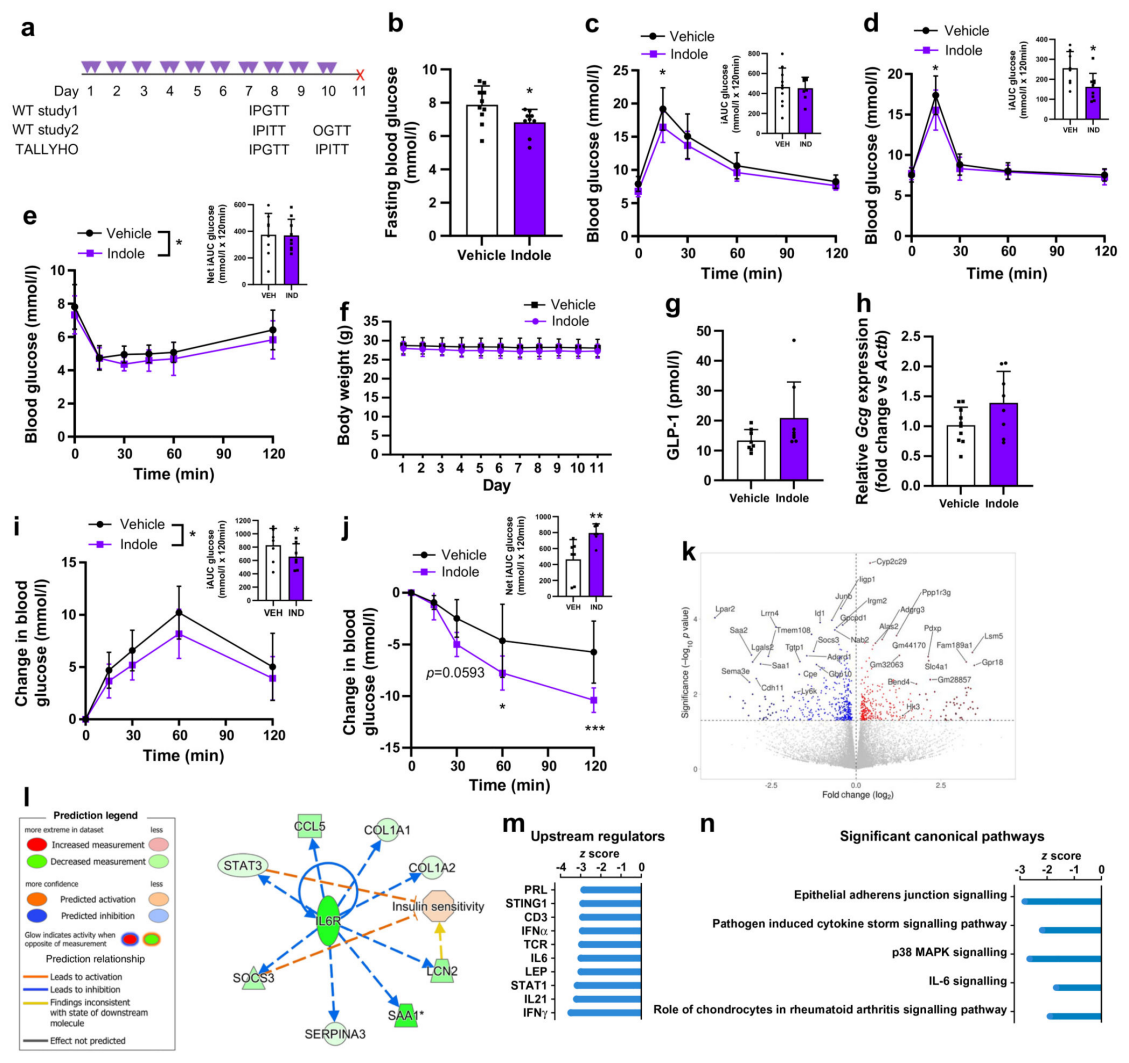
Sub-chronic indole administration improves glucose tolerance and insulin sensitivity in WT mice and a type 2 diabetes mouse model, potentially via inhibition of IL-6 signalling. (**a**) Sub-chronic indole administration study design. Mice received an oral gavage of 20 mg/kg indole or vehicle control (water) twice daily for seven consecutive days. On day 8, an IPITT or IPGTT was performed. The next day, mice received two doses of indole or vehicle. On day 10, an OGTT or IPITT was performed. One day after the second metabolic test, the mice were culled for tissue collection. Created with Biorender.com. (**b**) Fasting blood glucose levels in WT C57BL6/J mice after 7 days of indole or vehicle administration. *n*=9–10 per group. (**c**) Blood glucose excursion during an IPGTT in vehicle- and indole- treated WT C57BL6/J mice. *n*=9–10 animals per group. (**d**) Blood glucose excursion during an OGTT (3 g/kg glucose) after a 5 h fast in vehicle- and indole- treated WT C57BL6/J mice. *n*=8–9 per group. (**e**) Blood glucose excursion during an IPITT (1 U/kg insulin) after a 5 h fast in vehicle- and indole- treated WT C57BL6/J mice. *n*=8–9 per group. (**f**) Body weight of vehicle- and indole- treated WT C57BL6/J mice over the course of the study. *n*=9–10 per group. (**g**) Plasma GLP-1 levels for vehicle- and indole- treated WT C57BL6/J mice. *n*=8–9 per group. (**h**) Relative *Gcg* expression in the ileum of vehicle- and indole- treated WT C57BL6/J mice. *n*=8–10 per group. Change in blood glucose excursion (normalised to *t*_0_) during an IPGTT after an overnight fast in vehicle- and indole-treated TALLYHO mice. *n*=7 per group. (**i**) Change in blood glucose excursion (normalised to *t*_0_) during an IPITT in vehicle- and indole-treated TALLYHO mice. *n*=7 per group. Blood glucose in TALLYHO mice was normalised to account for variability in baseline measurements due to differences in diabetes progression. (**k**) Volcano plot of differentially expressed genes between vehicle and indole-treated liver tissues of TALLYHO mice. *n*=7 per group. (**l**) Regulatory network for the IL-6 receptor overlayed with predicted effect on the Ingenuity Pathway Analysis functional gene set for insulin sensitivity. Vertical oval, transmembrane receptor; horizontal oval, transcriptional regulator; triangle, phosphatase; trapezium, transporter; square, cytokine; octagon, function; circle, other. The asterisk (*) after SAA1 indicates a duplicate identifier mapping. (**m**) Top ten inhibited upstream regulators. (**n**) *z* scores for significantly affected (*p*<0.05) canonical pathways derived via Ingenuity Pathway Analysis (gene ontology analysis). The insets in (**c**–**e**), (**i**) and (**j**) represent iAUC relative to *t*_0_. Data in the main graphs in (**c**–**e**), (**i**) and (**j**) were analysed by two-way ANOVA with Tukey’s post hoc test. Data in (**b**), (**g**) and (**h**) and in the insets to (**c**–**e**), (**i**) and (**j**) were analysed using Student’s *t* test. Values are means, and error bars represent SEM. *p<0.05, **p<0.01, ***p<0.001. IND, indole; VEH, vehicle

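The genes named in the text, Fig. 6k or Fig. 6l number 41. Of these, 26 had enough reads for the edgeR test, and 18 of the 26 had an unadjusted *p* below 0.05. With DESeq2 at its default settings, 40 of the 41 had an unadjusted *p* below 0.05.

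Of the labelled genes with enough reads, *Ppp1r3g*, a glycogen-targeting phosphatase subunit, rose from 2.37±1.00 to 5.375±2.497 CPM (SD, *n*=7 per group), a log2 fold change of 1.19 (standard error 0.351). *Id1* fell from 6.98±3.59 to 3.33±1.13 CPM, a log2 fold change of −1.06 (standard error 0.287), and *Junb* from 25.1±7.05 to 15.25±3.398 CPM, a log2 fold change of −0.72 (standard error 0.195). *Lrrn4* had a log2 fold change of −2.39 (standard error 0.638), with 4 to 54 reads per vehicle-treated mouse and 0 to 11 per indole-treated mouse. The adjusted *p* of each of these genes was 0.998 from edgeR.

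The other 15 genes had between 19 and 175 reads in total over the 14 mice. *Lpar2* had 33 reads in the vehicle group and 1 in the indole group. With the indole group taken at the floor of 3 reads per mouse, the vehicle mean, scaled for depth, was 1.50 times that floor. This ratio leaves out sampling error, and vehicle-treated mice had between 1 and 10 reads, so it is not a firm minimum. *Gpr18* had 1 read in the vehicle group and 18 in the indole group, with at most 5 in any mouse, which is too few for a fold change. *Lsm5* had 9 reads in the vehicle group and 82 in the indole group, of which 45 came from indole-treated mouse G5.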

## Data Availability

All data, methods and unique/stable reagents generated in this study will be made available from the corresponding author upon reasonable request, but may require a completed Materials Transfer Agreement. RNA sequencing data are available from the Gene Expression Omnibus under accession number GSE306720.

How the deposited data were processed for this re-analysis (not part of the article)

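Bulk RNA sequencing of the right liver lobe was analysed for 14 TALLYHO mice, 7 treated with vehicle and 7 with 20 mg/kg indole. Each mouse was assigned to its group from the sample labels, and its replicate name (G1 to G14) is the name of its library. The authors trimmed adapters, aligned the reads with HISAT2 to GRCm38 with Ensembl annotation, kept uniquely mapped reads and deposited the raw count of reads on each of 55487 genes, without normalisation. The paper's text does not name the counting tool. Since only uniquely mapped reads were kept, genes that share sequence with a close copy can have lost or misplaced reads. The gene coordinates are those of the deposited table, on GRCm38. All 14 columns of counts were used.

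The total count per mouse ranged from 15197498 to 21060376. At such totals the genes with few reads, such as *Hk3* with a median of 0.773 CPM in the vehicle group, carry a counting error that is large against their level. A count of 3 reads was taken as the floor.

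The main comparison used edgeR 4.0.16 (TMM normalisation, filterByExpr, robust quasi-likelihood fit and test) in R 4.3.3, on the 12653 genes that passed the filter, with Benjamini–Hochberg adjustment over those genes. Group levels are means and SDs of TMM-normalised CPM, computed from the deposited counts. The standard error of a log2 fold change is its size divided by the square root of the edgeR F statistic. Single genes and list scores were also compared with an exact permutation test over the 3432 relabellings of the mice.

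Gene lists were compared with camera of limma 3.58.1 on log2 CPM (prior count 2, correlation between genes set to 0.01) and adjusted over 22 lists, all written before the data were examined. The genes that the study names from these libraries were left out of each list except that of Fig. 6l, which consists of them. The genes named in the text were taken from every gene that the study names in its text, Fig. 6k or Fig. 6l, the 5 genes with the smallest *p* in each direction, the members of each list with an unadjusted *p* below 0.05, and the most abundant member of each list. This rule was also written before the data were examined. Many genes that met it enter the text only in counts and ranges, and 1 was left out of these too.

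The procedure was tested on simulated counts, drawn for the 12653 genes from the real means, dispersions and library sizes with 200 genes changed by 1 on the log2 scale. edgeR recovered 151 of these and DESeq2 recovered 160, with 8 and 23 unchanged genes called, at an adjusted *p* below 0.05. Of the 12453 unchanged genes, 4.67% had an unadjusted *p* below 0.05 in edgeR and 4.87% in DESeq2.

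The alternatives were DESeq2 1.42.0 on the same genes and on the 22535 genes with a read in any mouse, limma voom with sample quality weights, RLE and upper quartile scaling, no filter on low counts, a filter at a mean of 10 counts, a fit that was not robust, 1 surrogate variable from sva 3.50.0, and leaving out each mouse in turn. For the lists they also included fry and camera with the correlation estimated. DESeq2 without replacement of outlier counts, an exact permutation test of the list scores and a macrophage score beside *Hk3*, as a correlate and as a covariate, were added after the data had been seen.

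The comparison was also repeated for 100 of the 1716 ways to divide the 14 mice into 7 and 7, drawn at random with the real division among them. Ingenuity Pathway Analysis was not repeated. The glucose and insulin tolerance tests, the organoids and the other experiments of the paper were not analysed here.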

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

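All tests of explanations in this part were chosen only after the results they bear on had been seen.

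Within each group of 7 mice, the gap between the most extreme mouse and its neighbour was compared with the range of the group. Of 220 such comparisons (total reads, genes detected, named genes and list scores), 20 exceeded Dixon's 95% critical value for 7 mice, where chance alone gives about 1 in 20, or 11. Indole-treated mouse G8 accounts for 12 of the 20, all as the highest mouse.

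In mouse G8 the gap took up 0.850 of the range for *Iigp1*, 0.849 for *Irgm2*, 0.800 for *Tgtp1*, 0.602 for *Gbp10*, 0.834 for *Bst2*, 0.614 for *B2m* and 0.635 for *Slc40a1*. Among the list scores it was 0.767 for interferon gamma, 0.780 for interferon alpha, 0.680 for Kupffer cells and macrophages and 0.609 for targets of the aryl hydrocarbon receptor. All 35 interferon gamma genes lay above the mean of the other 6 indole-treated mice in G8, by a median of 2.10 on the log2 scale, as did all 37 interferon alpha genes, by 1.59. The tables argue against several technical explanations. G8 had the fewest reads of all mice, 15197498, but among 10000 random lists of genes of matched abundance the highest median deviation in that mouse was 0.253. The 10 most abundant genes took up 18.2% of its reads, within the 17.0% to 19.9% of the other mice. More blood in the sample would raise erythroid genes, but these had a median deviation of −0.714 in G8, with 1 of 10 above the mean of the other indole-treated mice, and their score was the lowest of the indole group. Whether G8 is a vehicle-treated mouse with the wrong label cannot be told from these genes. In G8, 32 of the 35 interferon gamma genes were above every vehicle-treated mouse, so G8 stands apart from both groups. Indole did not raise these genes in general, since without G8 the median log2 fold change of the list was −0.257. An inflammatory state of this mouse, with interferon signalling and more or activated macrophages and T cells, stays open as a hypothesis. Macrophage markers were higher in G8 by a median of 1.57 and by up to 2.99, so a rise in macrophages alone cannot be told apart from interferon signalling, because some markers rose by more than the median interferon gamma gene, while 8 interferon gamma genes rose by more than any marker. All 21 macrophage markers passed the filter in liver, and their sum was 1040 CPM in G8 against 289 to 419 CPM in the other indole-treated mice. The 22 T and NK cell markers summed to 19.0 CPM in G8, against 3.22 to 5.30 CPM in the other indole-treated mice and up to 9.77 CPM in the vehicle group, but 2 alone passed the filter of the list test and *Cd4* was the most abundant of those. Lymphoid tissue in the sample therefore stays open as well. The summed B and plasma cell markers were at 6.39 CPM in G8 (95 reads), within the 5.94 to 11.1 CPM of the other indole-treated mice, and so do not decide it. The design gives no infection or health record with which to test either.

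The largest gap possible, 1, was found for *Lpar2* in indole-treated mouse G8 and for *Gpr18* in vehicle-treated mouse G9. Each rests on 1 read in a group that otherwise had none, so it has no weight. No biological explanation was tested.

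Vehicle-treated mouse G11 was the highest of its group for the interferon alpha score (0.731) and *Bst2* (0.750) and the lowest for *Junb* (0.576). All but 1 of the 37 interferon alpha genes were above the mean of the other vehicle-treated mice in G11, by a median of 1.07, where random lists reached at most 0.227. This is the same mouse that had the highest *Saa1*. No explanation was tested for it beyond the matched lists, which argue against its depth.

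The remaining gaps were those of the lowest mice for *Msln* (0.605) and the glycolysis score (0.5681) in indole-treated mouse G2, of the lowest mouse for *Col1a2* (0.571) in indole-treated mouse G12, and of the highest for *Cd4* (0.589) in vehicle-treated mouse G1. *Msln* is a mesothelial marker with 0 reads in G2, and the mesothelial genes are described among the other observations. No biological explanation was tested for the others.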

How the results depend on the processing

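The alternatives were set before the data were examined, apart from DESeq2 without replacement of outlier counts, the exact permutation test of the list scores and the macrophage score beside *Hk3*, which were chosen after seeing the data. Values from tests of explanations appear here for the replacement of outlier counts and for *Hk3* with the neutrophil and macrophage scores. Both are taken up among the other observations.

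Genes with an unadjusted *p* below 0.05 numbered 482 (194 higher, 288 lower) and stayed within 1.5 times that number with DESeq2, limma voom, RLE or upper quartile scaling, a filter at a mean of 10 counts, a fit that was not robust and 1 surrogate variable, where they ranged from 469 to 719. Without a filter on low counts the number was 1336 (667 higher, 669 lower), for which more genes were tested. At an unadjusted *p* below 0.01 it was 78 (20 higher, 58 lower). It ranged from 386 genes (without G4) to 627 (without G6) across the 14 fits that each left out one mouse. The number at an adjusted *p* below 0.05 was 0 throughout, except for DESeq2 on the genes that edgeR tested, where it was 1, *Cyp2c29*. Of the genes that the study names, 18 had an unadjusted *p* below 0.05 with edgeR, 40 with DESeq2 at its default settings, 36 with DESeq2 without replacement and 32 with edgeR without a filter. These settings also test genes with few reads. The number ranged from 14 (without G11) to 23 (without G8) across the fits that left out one mouse.

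*Hk3* was higher under every alternative. Its log2 fold change of 1.34 passed an unadjusted *p* of 0.05 with DESeq2 on either set of genes and without replacement on every gene with a read (1.38 each), and with the fit that was not robust (1.34). It ranged from 0.30 (without G8) to 1.55 (without G12), with limma voom at 0.47, with the neutrophil score as a covariate at 1.21 and with the macrophage score at 0.58. The Pearson correlation of *Hk3* with the neutrophil score, 0.0278, was −0.108 on ranks, −0.245 within vehicle-treated mice and −3e-04 within indole-treated mice, and 0.739 with the macrophage score in its place. The dependence of *Hk3* on mouse G8 and on macrophages is taken up among the other observations, and the cause of the other changes was not tested.

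The log2 fold changes of *Iigp1*, *Irgm2*, *Tgtp1* and *Gbp10* reversed to −0.45, −0.57, −1.66 and −1.17 with DESeq2, on either set of genes, and to −0.10, −0.23, −0.47 and −0.78 with limma voom, for which the cause was not tested. With DESeq2 the reversal went with the replaced count of mouse G8, since without replacement, on every gene with a read, the values were 0.43, 0.27, 1.84 and 0.79. Across the fits that left out one mouse they ranged from −0.50 (without G8) to 0.55, from −0.63 to 0.39, from −1.86 to 2.11 and from −1.31 to 0.97. Other reversals concerned genes near no change. *Actb* was at −0.0275 with limma voom and −0.0331 with 1 surrogate variable, and *Cyp3a11* at −0.0094 with the latter. Leaving out one mouse moved *Actb* from −0.0785 to 0.0521, *Cyp3a11* from −0.0423 to 0.12, *Zfp36l1* from −0.10 to 0.16, *Bst2* from −0.13 to 0.26, *B2m* from −0.0447 to 0.21, *Slc40a1* from −0.0778 to 0.071, *Slc9a3r1* from −0.0652 to 0.0077, *Dcn* from −0.043 to 0.11 and *Cldn2* from −0.0131 to 0.11. For these genes the cause was not tested. Of the 71 named genes tested, 62 kept their direction and their side of an unadjusted *p* of 0.05 with DESeq2, 50 with limma voom, 69 with RLE scaling and 71 with upper quartile scaling.

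The IL-6 acute-phase list passed an adjusted *p* of 0.05 with camera but not with an estimated correlation (0.351), fry (0.476) or the permutation test (0.401), which allow for more correlation between genes. It ranged from 4e-08 (without G8) to 0.0241 (without G11). The Fig. 6l list passed under all of these (at most 0.0441). The interferon gamma list changed direction with the genes that the study names included (adjusted *p* 0.867), with RLE scaling (0.953), with 1 surrogate variable (0.827) and in the permutation test (0.994). With one mouse left out it ranged from 1.25e-09 (without G8, lower) to 0.98 (without G3). It also leaned lower without G3, G6 (0.548), G10 (0.874) or G13 (0.466). The interferon alpha list ranged from 1.49e-07 (without G8, lower) to 0.925 (without G3) and leaned higher without G2, G5, G7 or G11. The adherens junction list passed with 1 surrogate variable (0.0347) and ranged from 0.0115 (without G8) to 0.481. With 1 surrogate variable the glycolysis list (0.79) and the circadian clock list (0.975) changed direction. With one mouse left out, the adjusted *p* of lists whose direction also changed ranged from 0.343 to 0.985 for glycolysis, from 0.343 to 0.977 for gluconeogenesis, from 0.457 to 0.991 for targets of the aryl hydrocarbon receptor, from 0.105 to 0.98 for targets of CAR and PXR, and from 0.00513 (without G12, higher) to 0.807 for Kupffer cells and macrophages. The cause was not tested.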

Differences from the paper's values

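The log2 fold change of *Iigp1* was 0.42 in indole-treated mice, against the paper's about −0.45 in Fig. 6k, read by eye. That of *Tgtp1* was 1.79, against the paper's about −1.7 in Fig. 6k, read by eye. That of *Gbp10* was 0.75, against the paper's about −1.2 in Fig. 6k, read by eye. Among the alternatives set before the data were examined, the gap closed with DESeq2 on the genes that edgeR tested (−0.45, −1.66 and −1.17), with DESeq2 at its default settings on every gene with a read (−0.45, −1.66 and −1.17), and without indole-treated mouse G8 (−0.50, −1.86 and −1.31). It also closed with limma voom (−0.10, −0.47 and −0.78), where the values lay within the standard error of the edgeR estimate from the paper's. The paper's methods name DESeq2. RLE or upper quartile scaling, no filter or a stricter filter on low counts, a fit that was not robust, 1 surrogate variable, and leaving out any mouse other than G8 did not close the gap.

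Fig. 6k also places *Irgm2* among the lower genes, whereas its log2 fold change was 0.26. It was −0.57 with either DESeq2 setting, −0.23 with limma voom and −0.63 without G8.

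The paper lists *Hk3* as higher at an unadjusted *p* below the threshold, which edgeR's test did not reach. DESeq2 on either set of genes, DESeq2 without replacement of outlier counts on every gene with a read (chosen after seeing the data), edgeR without the robust fit, and leaving out indole-treated mouse G5, G7, G12 or G14 called it. Of the 41 genes that the study names, edgeR called 18 and did not test 15, while DESeq2 at its default settings called 40, all but *Il6ra*, which edgeR called. DESeq2 on the genes that edgeR tested called 25, DESeq2 without replacement of outlier counts, chosen after seeing the data, called 36, and edgeR without a filter on low counts called 32. The number of genes with an unadjusted *p* below 0.05, 482 with edgeR, was 719 with DESeq2 at its default settings, the number that the paper states.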

Other observations

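The count of genes in other splits of the mice was set beforehand, as was the comparison of *Hk3* with the neutrophil score. The other tests of explanations in this part were chosen only after the results had been seen.

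The 14 mice were divided into 7 and 7 in 100 ways, the real division among them. With edgeR, 52 of the 100 splits gave at least as many genes with an unadjusted *p* below 0.05 as the 482 of the real division (median 484, range 194 to 1657), and 49 gave at least as many with DESeq2 at its default settings as its 719 (median 713, range 328 to 1912). The number of genes with an unadjusted *p* below 0.05 between vehicle-treated and indole-treated mice is therefore no larger than random divisions of the same mice give. At an adjusted *p* below 0.05 the splits cannot decide, since the real division gave 0 genes with either test, the lowest number possible. The simulated changes of 1 on the log2 scale were mostly recovered at this number of mice. Each gene was simulated independently, without shifts that many genes share within a mouse, such as those in G8. The simulation therefore cannot show that real effects of that size would have been seen, and smaller ones stay open too.

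For the list of Fig. 6l, 1 of the 100 splits, the real one, gave a camera *p* as small. Its genes were chosen on that division, which favours it. For the IL-6 acute-phase list 22 of the 100 splits did, and camera gave a *p* below 0.05 in 54 of them. Over the 22 lists that number ranged from 3 of 100 splits (tight junction) to 84 (interferon gamma), with 61 for interferon alpha and 74 for Kupffer cells and macrophages. For lists with a high number, camera's *p* is too small to be taken at face value. Splits with a mouse left out were not made. For the adherens junction and the tight junction lists 30 of 100 splits each did.

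*Hk3* was tested for its dependence on 1 mouse and on other cells. Without mouse G8 its log2 fold change was 0.2988, below its standard error of 0.385. Its level did not follow the neutrophil score (Pearson *r* 0.0278, permutation *p*=0.927, adjusted 0.976; Spearman rho −0.108, permutation *p*=0.717; *r* 0.126 without the 2 mice farthest from the median score), but 2 genes alone of that list passed the filter and the more abundant, *Wfdc21*, is found at 332 CPM in vehicle-treated liver. With the Kupffer cell and macrophage score the Pearson *r* was 0.739 (permutation *p*=0.0106, adjusted 0.0303) and Spearman's rho 0.288 (permutation *p*=0.315). Within indole-treated mice *r* was 0.859 (exact permutation *p*=0.0234) and within vehicle-treated mice 0.425 (exact permutation *p*=0.328). Without the 2 mice farthest from the median score, G8 and G10, *r* was 0.407 (permutation *p*=0.194), so the relation rests on them. Whether *Hk3* rose with macrophages in mouse G8 or within hepatocytes cannot be told apart, since bulk tissue does not separate cells and 1 mouse carries the change. Altogether 20 correlations with marker scores were computed, and adjusted values are Benjamini–Hochberg values over them.

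DESeq2 at its default settings replaced counts in 41 genes, and 33 of the replaced counts were those of mouse G8. Of these genes, 20 had an unadjusted *p* below 0.05, and 17 of the 20 changed direction when nothing was replaced. The lower level of interferon-induced GTPase genes in indole-treated mice may therefore hold for the other 6 indole-treated mice and not for G8. Without G8, 11 of the 35 interferon gamma genes and 13 of the 37 interferon alpha genes had an unadjusted *p* below 0.05, but leaving out a mouse for its values makes this a hypothesis.

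Some lists of markers of other cells differed by camera. Mesothelial markers were lower (10 genes, median log2 fold change −0.63, 9 lower, adjusted *p*=1.62e-06), as were cholangiocyte markers (14 genes, median −0.16, 12 lower, adjusted *p*=0.0111) and stellate cell and fibroblast markers (24 genes, median −0.07, 16 lower, adjusted *p*=0.0378). Erythroid markers (10 genes, median 0.60, 9 higher, adjusted *p*=6.71e-05) and B and plasma cell markers (4 genes, median 0.45, 4 higher, adjusted *p*=0.0108) were higher. None of these calls held under fry or with an estimated correlation. Over the alternatives the highest adjusted *p* was 0.212, 0.267, 0.958, 0.338 and 0.226 in that order, and without G12 the stellate cell list was at 0.958. As many as 7, 8, 59, 9 and 3 of the 100 splits, in the same order, gave a camera *p* as small, so random division of the mice gives such values for all but the B and plasma cell markers, which have 4 genes of few reads, led by *Ighm* at 1.91 CPM in the vehicle group. Adjusted over the list alone, 5 erythroid genes, 1 mesothelial gene and 0 of the cholangiocyte, stellate and B cell genes had an adjusted *p* below 0.05, against 0 over all genes tested, where 6, 4, 1, 0 and 1 had an unadjusted *p* below 0.05.

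The amount of mesothelium and of blood in the sampled lobe was tested as a technical explanation. *Lrrn4*, a mesothelial marker that Fig. 6k labels, followed the mesothelial score over all mice (Pearson *r* 0.883, permutation *p*=1e-05, the smallest the resamples can give, adjusted 2e-04; Spearman rho 0.978, permutation *p*=1e-05; *r* 0.882 without the 2 mice farthest from the median), within vehicle-treated mice (*r* 0.955, exact permutation *p*=0.000992) and within indole-treated mice (*r* 0.8402, exact permutation *p*=0.0218). Within indole-treated mice *Alas2*, which Fig. 6k also labels, rose with the summed globin genes (*r* 0.961, exact permutation *p*=0.00357, adjusted over 2 correlations 0.00714; Spearman rho 0.893, exact permutation *p*=0.0123), but not within vehicle-treated mice (*r* −0.198, exact permutation *p*=0.671; rho −0.286, exact permutation *p*=0.556). Reads that match both *Hba-a1* and *Hba-a2* can be lost or misplaced. Over all mice *Alas2* followed the erythroid score with *r* 0.832 (permutation *p*=0.00074, adjusted 0.0037; Spearman rho 0.675, permutation *p*=0.00967), or 0.631 without the 2 mice farthest from the median (permutation *p*=0.0322, adjusted 0.0537). This relation held within indole-treated mice (*r* 0.932, exact permutation *p*=0.0137) but not within vehicle-treated mice (*r* 0.0672, exact permutation *p*=0.886), so the pooled *r* may also carry the difference between the groups. These values are consistent with lobes that differed in mesothelium and, among indole-treated mice, in blood, though an effect of indole on these cells was not tested and stays open.

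The remaining lists did not pass the threshold by camera. The adjusted *p* was 0.877 for gluconeogenesis (21 genes), 0.0852 for lipogenesis (23 genes, 18 higher), 0.723 for targets of the aryl hydrocarbon receptor (11 genes), 0.877 for targets of CAR and PXR (34 genes), 0.250 for immediate early genes (32 genes, 22 lower), 0.526 for the circadian clock (18 genes), 0.359 for neutrophil markers (2 genes), 0.598 for T and NK cell markers (2 genes) and 0.0917 for pancreas markers (1 gene). The lipogenesis list passed as higher with 1 surrogate variable (0.0426) and in each of the fits without G2 (0.0348), G5 (0.00296), G8 (0.0217), G9 (0.028) or G13 (0.00391), and its range over the alternatives reached 0.869. The immediate early list passed without G11 (0.0391, highest 0.936) and the pancreas marker without G8 (0.018, highest 0.267).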
